# HDAC1 and HDAC2 Restrain the Intestinal Inflammatory Response by Regulating Intestinal Epithelial Cell Differentiation

**DOI:** 10.1371/journal.pone.0073785

**Published:** 2013-09-05

**Authors:** Naomie Turgeon, Mylène Blais, Julie-Moore Gagné, Véronique Tardif, François Boudreau, Nathalie Perreault, Claude Asselin

## Abstract

Acetylation and deacetylation of histones and other proteins depends on histone acetyltransferases and histone deacetylases (HDACs) activities, leading to either positive or negative gene expression. HDAC inhibitors have uncovered a role for HDACs in proliferation, apoptosis and inflammation. However, little is known of the roles of specific HDACs in intestinal epithelial cells (IEC). We investigated the consequences of ablating both HDAC1 and HDAC2 in murine IECs. Floxed *Hdac1* and *Hdac2* homozygous mice were crossed with villin-Cre mice. Mice deficient in both IEC HDAC1 and HDAC2 weighed less and survived more than a year. Colon and small intestinal sections were stained with hematoxylin and eosin, or with Alcian blue and Periodic Acid Schiff for goblet cell identification. Tissue sections from mice injected with BrdU for 2 h, 14 h and 48 h were stained with anti-BrdU. To determine intestinal permeability, 4-kDa FITC-labeled dextran was given by gavage for 3 h. Microarray analysis was performed on total colon RNAs. Inflammatory and IEC-specific gene expression was assessed by Western blot or semi-quantitative RT-PCR and qPCR with respectively total colon protein and total colon RNAs. HDAC1 and HDAC2-deficient mice displayed: 1) increased migration and proliferation, with elevated cyclin D1 expression and phosphorylated S6 ribosomal protein, a downstream mTOR target; 2) tissue architecture defects with cell differentiation alterations, correlating with reduction of secretory Paneth and goblet cells in jejunum and goblet cells in colon, increased expression of enterocytic markers such as sucrase-isomaltase in the colon, increased expression of cleaved Notch1 and augmented intestinal permeability; 3) loss of tissue homeostasis, as evidenced by modifications of claudin 3 expression, caspase-3 cleavage and Stat3 phosphorylation; 4) chronic inflammation, as determined by inflammatory molecular expression signatures and altered inflammatory gene expression. Thus, epithelial HDAC1 and HDAC2 restrain the intestinal inflammatory response, by regulating intestinal epithelial cell proliferation and differentiation.

## Introduction

Continuous intestinal epithelial cell renewal is sustained by crypt stem cells generating multiple IEC lineages [1]. Differentiation and maintenance of intestinal stem cells is regulated by different pathways, including the Notch pathway which controls secretory cell and enterocyte determination [2]. While absorptive enterocytes, mucin-producing goblet cells and enteroendocrine cells reside in small intestinal villi, antimicrobial peptide-secreting Paneth cells remain in the crypts. The colonic epithelium contains colonocytes as well as goblet and enteroendocrine cells, without Paneth cells. All gut epithelium lineages contribute to mucosal barrier function. This barrier is both physical, with the presence of tight junctions [3], and chemical, through production of mucins and the mucus layer by goblet cells [4], and of antimicrobial proteins by Paneth cells as well as other IECs, including enterocytes and goblet cells [5]. In addition to this barrier function, epithelial cells translate signals coming from intestinal luminal contents, including the microbiota, to different immune cells, in order to maintain intestinal homeostasis [6]. For example, while the mucous layer limits bacterial colonization at IEC surfaces, Paneth cells, enterocytes and colonocytes relay microbiota-derived signals in order to induce antimicrobial peptide production [7]. Thus, IECs, bacteria and immune cells communicate to insure intestinal homeostasis. However, disruption of various mechanisms preserving this equilibrium may lead to inappropriate inflammatory responses observed in inflammatory bowel diseases [8,9].

Whereas many pathways involved in the regulation of murine intestinal differentiation, proliferation and homeostasis have been discovered, the extent of epigenetic dependent transcriptional mechanisms such as acetylation and the role of various acetylation regulators, including histone deacetylases (HDAC), remain to be fully determined. Lysine-targeted acetylation and deacetylation of histones and non-histone proteins are regulated respectively by histone acetyltransferases (HAT) and HDAC [10]. Histone acetylation decreases histone interactions with DNA, resulting in relaxed chromatin, and creates docking sites for bromodomain containing proteins, which ultimately affect chromatin structure [11]. Protein acetylation levels are regulated by HDACs, which remove acetyl groups from histones to stimulate chromatin condensation, and from non-histone proteins, resulting in either gene repression or gene activation. Indeed, transcriptomic experiments suggest that HDACs display repressive as well as activating transcriptional activities, depending on the promoter and chromatin context [11]. HDACs are divided in four classes. Of these, ubiquitously expressed and highly homologous nuclear class I HDAC1 and HDAC2 form homo- or heterodimers, and are recruited to chromatin as part of large Sin3, CoREST and NuRD multiprotein complexes, among others [12,13]. These complexes contain additional chromatin-modifying activities, such as the LSD1 H3K4 demethylase in CoREST complexes, and the MI-2 chromatin remodelling enzyme in NuRD complexes.

HDAC1 and HDAC2 display both overlapping and non-redundant functions [14]. Indeed, while HDAC1 deficiency leads to pre-natal death and proliferative defects in mice, HDAC2 knockout results in perinatal lethality and cardiac arrhythmias [15]. HDAC1, and to a lesser extent HDAC2, is a negative regulator of cell proliferation [14]. HDAC inhibitors and down-regulation of specific HDACs, including HDAC1 and HDAC2, inhibit colon cancer cell proliferation [16] and modulate both inflammation and immunity [17]. Acetylated targets include, in addition to histones, transcription factors which may be acetylated by HATs and deacetylated by HDACs. For example, both HDAC3 and HDAC1 deacetylate the p65 NF-κB subunit, leading to decreased acetylation and transcriptional activity during inflammation [18,19].

To determine specific roles for HDAC1 and HDAC2 in the intestinal epithelium, we produced IEC-specific conditional mutant mice for both genes. We show that HDAC1/2 depletion in IEC alters intestinal organ growth, with defects in intestinal architecture and intestinal cell fate determination. We show that IEC-specific deletion of both HDAC1 and HDAC2 alters Notch and mTOR signalling pathways, among others, leading to chronic inflammation and disturbed homeostasis. Our findings suggest that epithelial HDAC1 and HDAC2 restrain the intestinal inflammatory response, and regulate intestinal epithelial cell polarity, proliferation and differentiation.

## Materials and Methods

### Mice

HDAC1 and HDAC2 conditionally mutated mice were provided by Dr EN Olson (University of Texas Southwestern Medical Center, Dallas, TX) [20]. Floxed HDAC1 and HDAC2 mice were crossed with villin-Cre transgenic mice to ensure specific intestinal epithelial cell gene deletion [21]. Genomic DNA was recovered with the Spin Doctor genomic DNA kit (Gerard Biotech, Oxford, OH). Mouse genotypes were determined with already published PCR protocols [20]. Mice fed with a normal diet were kept in a pathogen free facility, tested negative for *Helicobacter* , *Pasteurella* and murine norovirus. Animal experimentation protocols were approved by the Institutional Animal Research Review Committee of the Université de Sherbrooke (protocol 074-12B).

### Histological analysis and immunofluorescence

Tissues (colon or jejunum) fixed in 4% paraformaldehyde were embedded in paraffin [22]. 5 µm sections were stained with hematoxylin and eosin for histological analysis, and with Alcian blue or Periodic Acid Schiff to stain goblet cell mucins, as done before [23] or with Best’s Carmine to stain Paneth cells. For immunofluorescence experiments, sections were rehydrated with graded ethanol series containing 100, 95, 80 and 70% xylene, and then boiled for 6 min in 10 mM citric acid. Sections were blocked in a PBS solution containing 0.1% BSA and 0.2% Triton for 30 min, before adding the following antibodies: goat anti-sucrase isomaltase and goat anti-lysozyme (1:250, Santa Cruz Biotechnology Inc., Santa Cruz, CA, USA). Primary antibodies were recognized with fluorescein-coupled secondary antibodies (Vector Laboratories, Burlington, ON, Canada) or Alexa Fluor 488 goat anti-rabbit IgG (H + L) (Life Technologies Inc, Burlington, ON, Canada) incubated for 2 h at room temperature.

### In vivo proliferation and migration assay

Mice were injected intraperitoneally with 10 ml/kg of bromodeoxyuridine (BrdU, Life Technologies, Burlington, ON, Canada) for 2 h, 14 h or 48 h, to assay respectively for proliferation, colonic migration and jejunal migration. Immunofluorescence staining was done as described by Auclair et al. [24]. A 1:50 dilution of the mouse antibody against BrdU (AB BMC 9318, Roche Diagnostics, Mississauga, ON, Canada) was incubated 45 min at 37^o^C with the intestinal sections. For proliferation, the number of labelled cells per crypt was measured. For migration, the average distance between migrating cells ant the crypt was determined.

### In vivo permeability assay

To determine intestinal permeability in mice, 60 mg/100 g body weight of 4-kDa Fluorescein Isothiocyanate (FITC)-labeled dextran (Sigma-Aldrich, Oakville, ON, Canada), were given by gavage. After 3 h, mice were killed and blood recovered. FITC serum concentrations were determined with a RF-5301 PC spectrofluorophotometer (490/525 nm) (Shimadzu Scientific Instruments, Columbia, MD, USA).

### Western blot analysis

Littermate control and HDAC1/2 conditionally mutated murine colons were homogenized in Laemmli buffer with a Tissuelyser (Qiagen, Montreal, QC, Canada). Protein concentrations were measured by the BCA method (Pierce BCA Protein Assay Kit, Thermo Scientific, Rockford, USA). 30 µg of total protein extracts were loaded on a 10% or a 15% SDS-polyacrylamide gel and electroblotted on a PVDF membrane (Roche Molecular Biochemicals, Laval, QC, Canada). Membranes were incubated for 1 h at room temperature with the following primary antibodies: rabbit anti-HDAC1 and rabbit anti-HDAC2 (Abcam Inc., Toronto, ON, Canada); mouse anti-actin (Millipore, Billerica, MA, USA); rabbit anti-phosphoS6 ribosomal protein and rabbit anti-S6 ribosomal protein, rabbit anti-cleaved caspase 3, rabbit anti-phosphoStat3 and rabbit anti-Stat3, rabbit anti-cleaved Notch1, mouse anti-Cyclin D (New England Biolabs, Mississauga, ON, Canada); rabbit anti-claudin 3 (Life Technologies, Burlington, ON, Canada). Band intensity quantification was performed with the Quantity One software (Bio-Rad Laboratories, Mississauga, ON, Canada).

### RNA expression analysis

Total RNAs from colons of control and HDAC1/2 IEC-specific knockout mice were isolated with Totally RNA kit (Life Technologies, Burlington, ON, Canada) and Rneasy Mini kit (Qiagen, Mississauga, ON, Canada). cDNAs were synthesized from 1 µg of RNA, with oligo(dT_15_) and Superscript II reverse transcriptase (Life Technologies, Burlington, ON, Canada). For semi-quantitative analysis, cDNA products were amplified with the Taq PCR Master Mix (Qiagen, Mississauga, ON, Canada) with primers designed to generate 300 to 400 bp fragment length (Table S1, http://frodo.wi.mit.edu/). cDNA amplification started with a 94^o^C cycle for 5 min, followed by 26 cycles of 1 min at 94^o^C, 45 sec beginning at 62^o^C and decreasing by 0.3^o^C every cycle, 1 min at 72^o^C, and a final cycle of 1 min at 94^o^C and 10 min at 72^o^C, as done before [25]. Relative quantification was estimated by glyceraldehyde-3-phosphate-dehydrogenase (Gapdh) amplification. Amplified PCR fragments were separated on a 1.4% agarose gel and stained with ethidium bromide. For qPCR analysis, 2 ng or 10 ng of cDNAs were used as templates for amplification with the RT^2^ SYBR Green ROX qPCR Master Mix (Qiagen, Mississauga, ON, Canada) and specific gene primers (Table S1). cDNA amplification started with a 95^o^C cycle for 10 min, followed by 40 cycles of 10 sec at 95^o^C, 10 sec at 60^o^C, and 20 sec at 72^o^C. Relative quantification was estimated by porphobilinogen deaminase (Pbgd) amplification.

### Microarray analysis

Total RNAs from the colon of three control and three HDAC1/2 IEC-specific knockout mice were isolated with the Rneasy kit (Qiagen, Mississauga, ON, Canada). cDNA preparation and microarray assay were performed at the Microarray platform of the McGill University and Genome, Quebec Innovation Centre. An Affimetrix GeneChip mouse genome 430 2.0 array, displaying over 34,000 murine gene sequences, was used for hybridization. Data analysis, normalization average difference and expression measurements were subsequently completed with Flexarray software version 1.6.1. Background correction and normalization were assessed with a multi-array average (RMA) algorithm. Significant statistical differences were calculated with Welch’s t test, with the cut-off for statistical significance set to a *p* value below 0.05. Classification of genes according to their Gene Ontology biological processes was performed with the Database for Annotation, Visualization and Integrated Discovery (DAVID) v 6.7 (http://david.abcc.ncifcrf.gov/) [26] and the ToppGene suite for functional gene enrichment analysis and candidate gene priorization (http://toppgene.cchmc.org/) [27]. Both analysis tools gave similar results regarding biological processes, and the highest gene count and lowest *p* value were selected. Microarray data have been deposited in the Gene Expression Omnibus database (GSE47745).

### Statistical analysis

Statistical analyses for all experiments were calculated with the Student two-tailed t-test or one-way ANOVA (GraphPad Prism 5 software, Irvine, CA, USA). Differences were considered significant at * p≤.05, ** p≤.01, *** p≤.005 or **** p≤.001. Error bars indicate the SEM.

## Results

### Conditional intestinal epithelial HDAC1/2 loss alters small intestine and colon architecture

While HDAC1 deletion in mice leads to embryonic lethality, HDAC2 deletion causes perinatal death, suggesting non-redundant functions [28]. However, independent conditional tissue-specific deletions of HDAC1 or HDAC2 in various tissues, such as heart and brain among others, did not display apparent phenotypes in contrast to HDAC1/2 dual deletion, suggesting partly redundant functions during post-natal development [15]. In order to determine the roles of both HDAC1 and HDAC2 and to determine the complete phenotype, we created double HDAC1/2 IEC specific knockout mice by crossing HDAC1/2 floxed mice [20] with villin-Cre transgenic mice [21]. The villin promoter sustains transgene expression from E15.5 in small intestinal and colonic epithelial cells, including stem cells [22,29]. While HDAC1/2 IEC-specific null mice appeared normal and survived for more than a year, mutant mice displayed looser than normal stools. Both 4- to -5-month-old male and female HDAC1/2 IEC deficient mice weighed less than wild-type mice, with a 10 to 13% decrease in weight (Figure S1). HDAC1/2 depletion was confirmed by Western blot analysis of Matrisperse-enriched IEC (Figure S2). We performed immunofluorescence studies of colon and jejunum from four-month-old and one-year-old control and mutant mice. While HDAC1 expression was undetectable in the murine epithelium, HDAC2 expression was patchy. Indeed, while most epithelial crypt and villus cells were negative for HDAC2 staining, we still observed some crypts and villi expressing HDAC2. This patchy expression pattern was observed to the same extent in four-month-old and one-year-old mutant mice (data not shown). Macroscopic analysis showed that HDAC1/2 depletion resulted in an increase in intestine length (Figure 1A). We thus measured small intestine or colon length and weight after four months and one year. Small intestine length and weight were significantly increased in mutant mice after four months (Figure 1B, 1D) and one year (Figure 1C, 1E) by respectively 12% and 57%. Interestingly, in contrast to one-year-old mutant mice, colon length from four-month-old mice specifically depleted in IEC HDAC1/2 was significantly decreased (Figure 1B, 1C), while colon weight was increased in both four-month-old and one-year-old mutant mice by 40% (Figure 1D, 1E). Thus, HDAC1/2 depletion in IEC alters intestinal organ growth.

**Figure 1:**
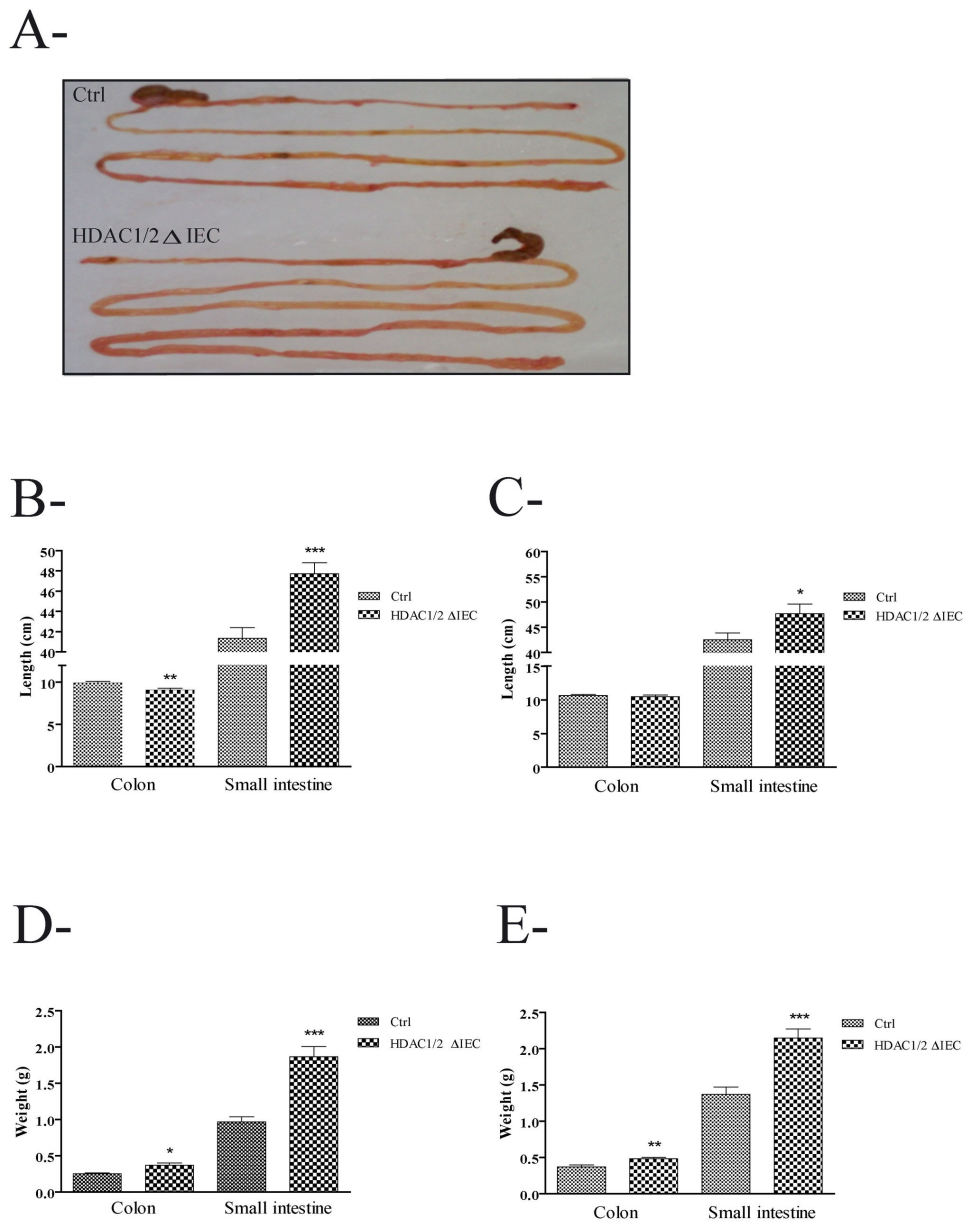
Conditional intestinal epithelial HDAC1/2 loss alters small intestine and colon size. **A**. Representative example of four-month-old control (Ctrl) and intestinal epithelial HDAC1/2 deficient (HDAC1/2ΔIEC) intestines. **B**, **C**. Small intestine and colon length of four-month-old (n=12-18) (**B**) or one-year-old (n=11-12) (**C**) control (Ctrl) and conditional intestinal epithelial HDAC1/2 ((HDAC1/2ΔIEC) mice was measured. Results represent the mean ± SEM (*p≤0.05; **p≤0.01; *** p≤0.005). **D**, **E**. Small intestine and colon weight of four-month-old (n=7-10) (**D**) or one-year-old (n=9-12) (**E**) control and intestinal epithelial HDAC1/2 deficient mice was measured. Results represent the mean ± SEM (*p≤0.05; **p≤0.01; ***p≤0.005).

Hematoxylin and eosin staining showed well stained, well aligned and basally located nuclei in the jejunal and colonic epithelium of control mice (Figure 2A, 2B). In contrast, both jejunal and colonic mutant epithelia displayed larger disorganized cells, with apparently looser cell to cell interactions. The mutant epithelium looked thicker, with some evidence of colonic infiltration of immune cells, as opposed to control epithelium (Figure 2B, arrows). Epithelial nuclei were bigger, with less defined staining, and were haphazardly located, suggesting loss of polarity. Thus, HDAC1/2 deficient jejunal and colonic mucosa was dysplastic and hyperplastic, with the presence of expanded crypts, branched villi in the jejunum (Figure 2A), villus-like structures and cell infiltrates in the colon (Figure 2B). We observed an increase in jejunal villus and crypt length in mutant mice (data not shown), and in colonic gland length in distinct regions (Figure 2C). Thus, intestinal epithelial HDAC1/2 depletion leads to defects in intestinal architecture.

**Figure 2:**
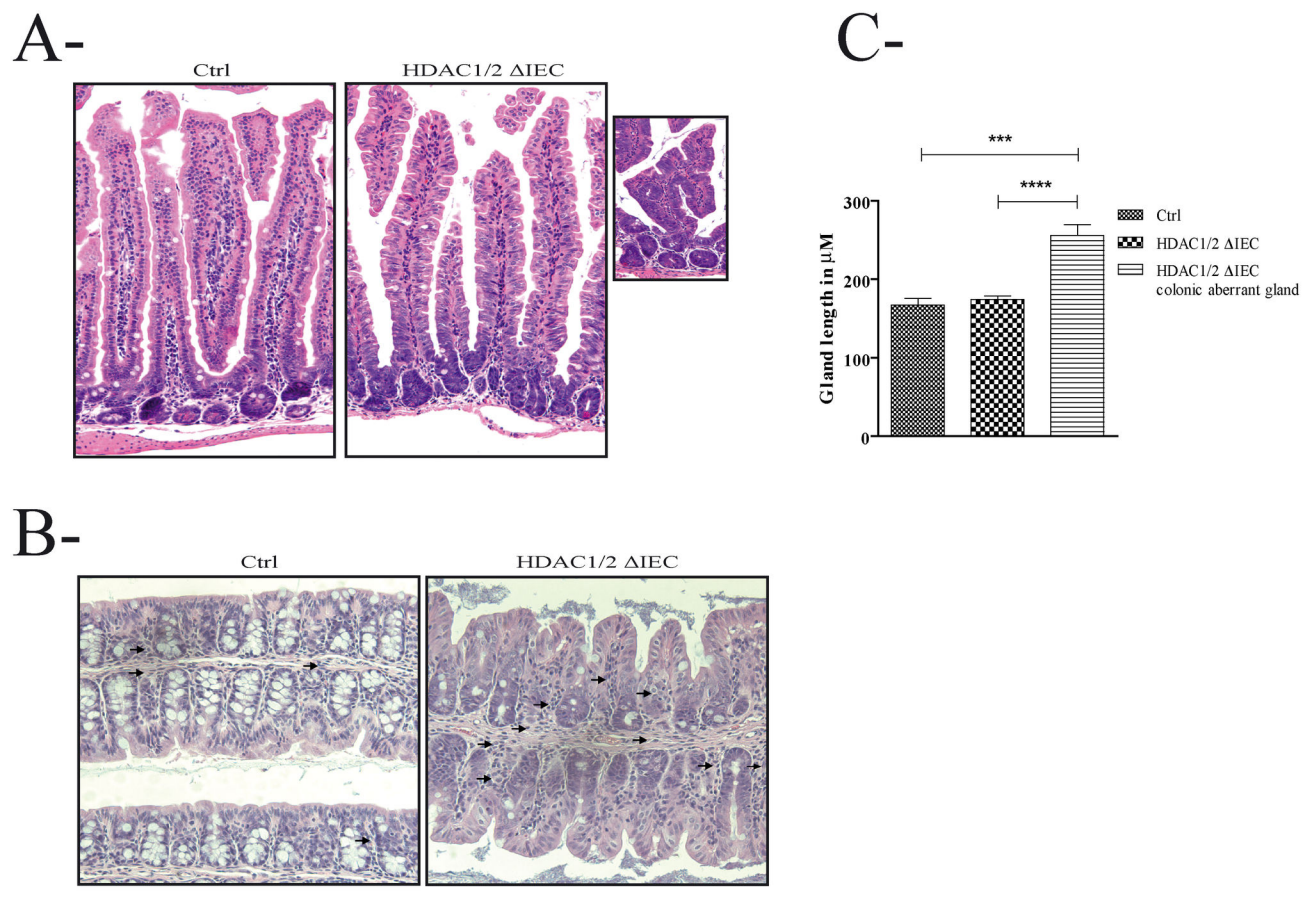
Conditional intestinal epithelial HDAC1/2 loss alters intestinal architecture. Tissue sections from four-month-old control (Ctrl) and conditional intestinal epithelial HDAC1/2 (HDAC1/2ΔIEC) jejunum (**A**) and colon (**B**) were stained with hematoxylin and eosin. A branched villus is shown in the insert. Immune cells are indicated by arrows. Magnification: 20 X or 40 X (insert). **C**. Four-month-old colonic crypt length was measured (n=4-9, 20 to 40 crypts each). Results represent the mean ± SEM (one-way ANOVA, **** p≤0.001).

### Conditional intestinal epithelial HDAC1/2 loss leads to increased proliferation and migration

Based on our above data suggesting defects in IEC proliferation and migration in the absence of IEC HDAC1/2, we assessed proliferation by determining the level of BrdU incorporation in proliferative cells. As opposed to controls, BrdU-labelled cell numbers were increased 1.7-fold in mutant jejunum (Figure 3A, 3B) and respectively 1.6- and 2.8-fold in mutant distal and proximal colonic (Figure 3C, 3D) glands. In addition, in contrast to colon (Figure 4C, 4D), IEC migration was increased 1.4-fold in jejunum (Figure 4A, B).

**Figure 3:**
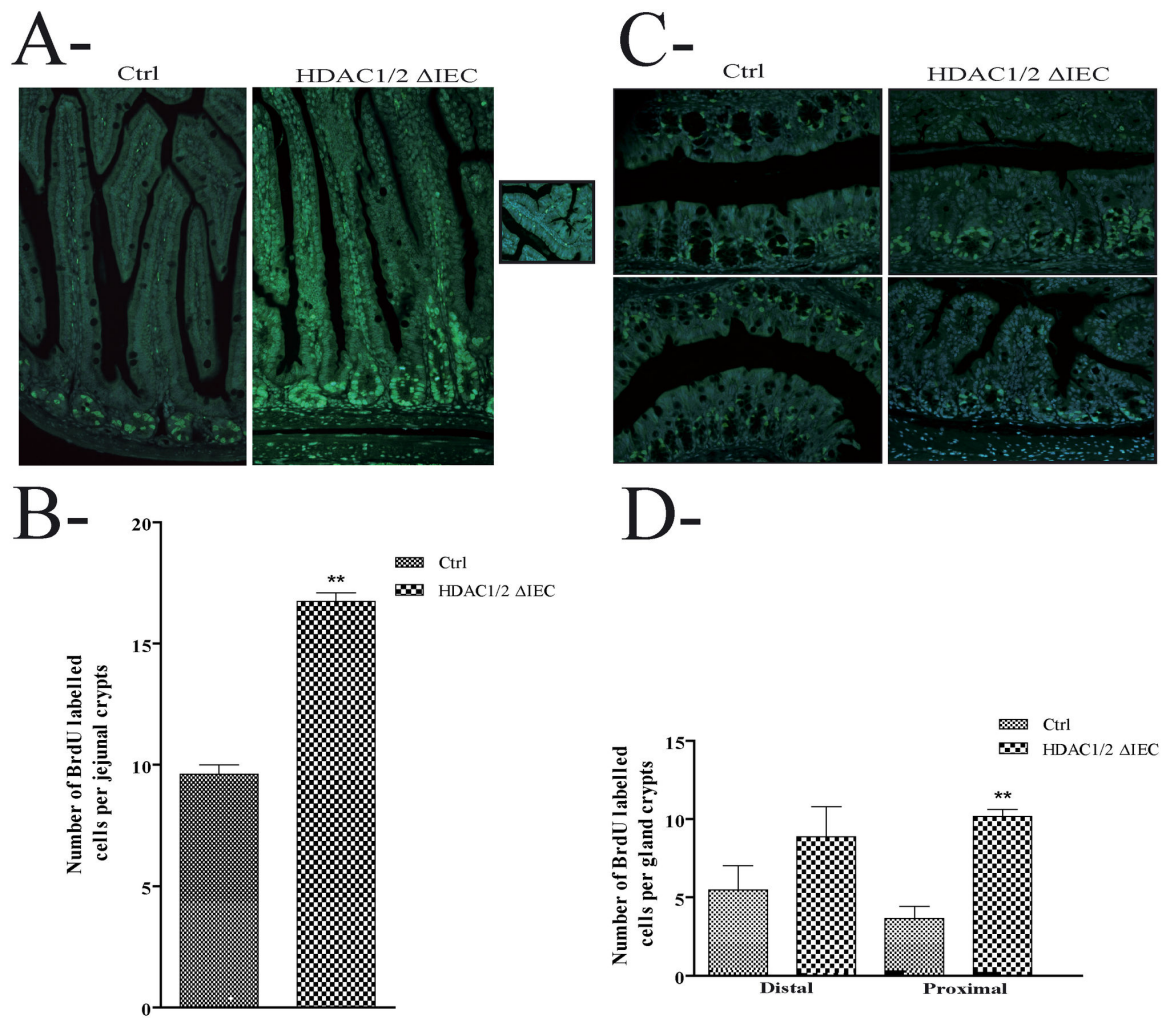
Conditional intestinal epithelial HDAC1/2 loss leads to increased proliferation. 2 h after BrdU intraperitoneal injection, four-month-old jejunal (**A**) or colonic (**B**) tissue sections from control (Ctrl) or conditional intestinal epithelial HDAC1/2 (HDAC1/2ΔIEC) mice were revealed with an antibody against BrdU. The insert in **A** shows the absence of BrdU-labelled cells in branched villi. The average number of BrdU-labelled cells per jejunal (**C**) or proximal and distal colonic (**D**) crypts was measured (n=3; 20 to 30 crypts each). Results represent the mean ± SEM (**p≤0.01). Magnification: 20 X.

**Figure 4:**
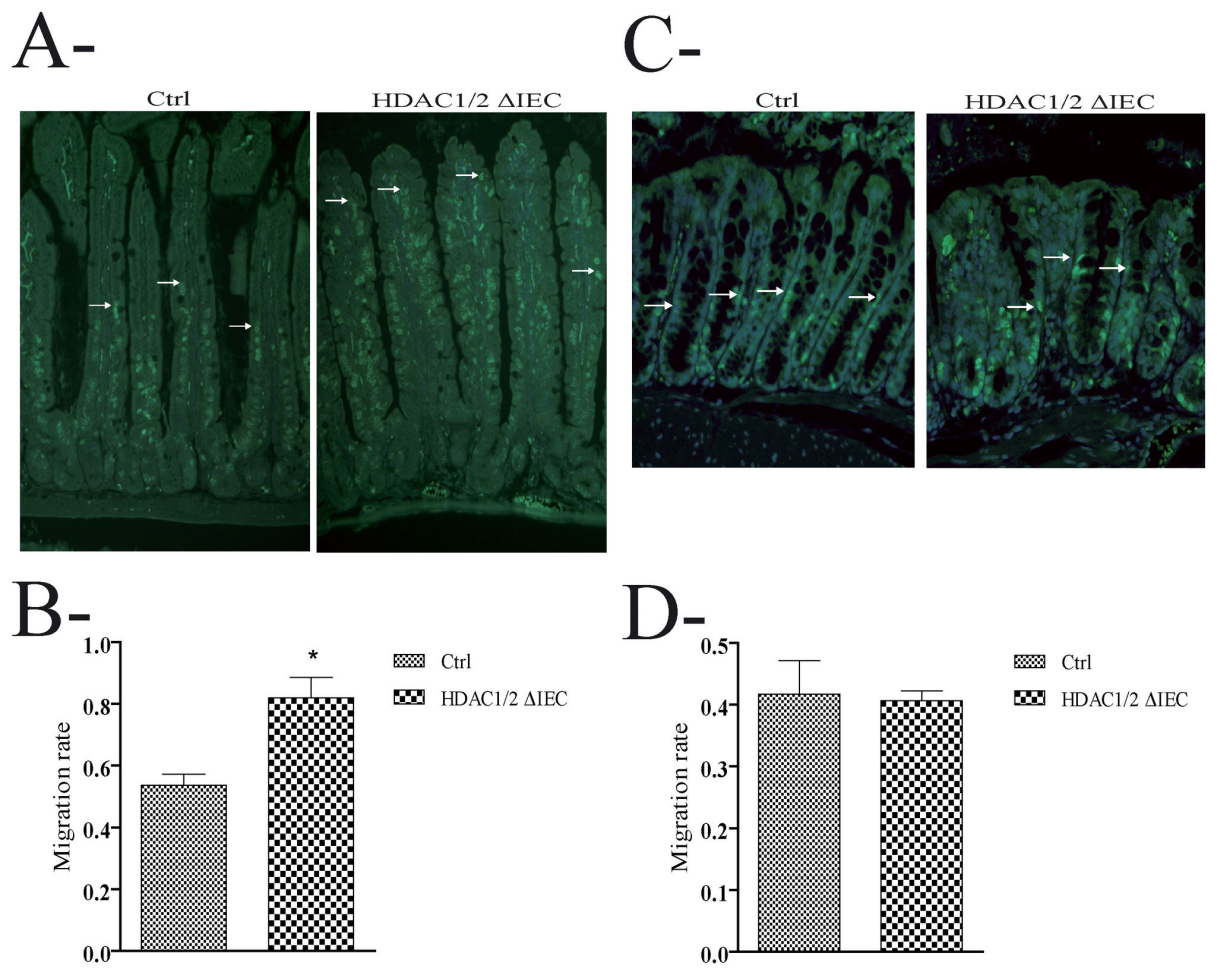
Conditional intestinal epithelial HDAC1/2 loss leads to increased migration. Four-month-old control (Ctrl) or conditional intestinal epithelial HDAC1/2 (HDAC1/2ΔIEC) mice were killed 48 h after BrdU peritoneal injection to determine jejunal migration (**A**) and 14 h after BrdU injection for colonic migration (**B**). Jejunal (**A**) or colonic (**B**) tissue sections were revealed with an antibody against BrdU. The average distance of BrdU-labelled cells from jejunal (**C**) or colonic (**D**) crypts was measured (n=3; 20 to 40 villi or colonic glands each). BrdU labelled cells are indicated by arrows. Results represent the mean ± SEM (*p≤0.05). Magnification: 20 X.

We then determined the expression of selected proliferation markers by Western blot analysis. Since proliferation defects were observed in both jejunum and colon, we focused our analysis on total colonic extracts. Intestinal epithelial HDAC1/2 deficient mice displayed increased colonic levels of the cell cycle G1/S transition protein Cyclin D both at protein and RNA levels (Figure 5A, 5D), of the cleaved form of Notch, a regulator of IEC fate determination [2] (Figure 5A) and of the phosphorylated form of ribosomal protein S6, a downstream target of the cell growth regulator mTOR [30] (Figure 5B). In addition to these proliferative signals, cell death inducing signals were increased, as assessed by the accumulation of cleaved caspase 3, an executioner of cell apoptosis (Figure 5C).

**Figure 5:**
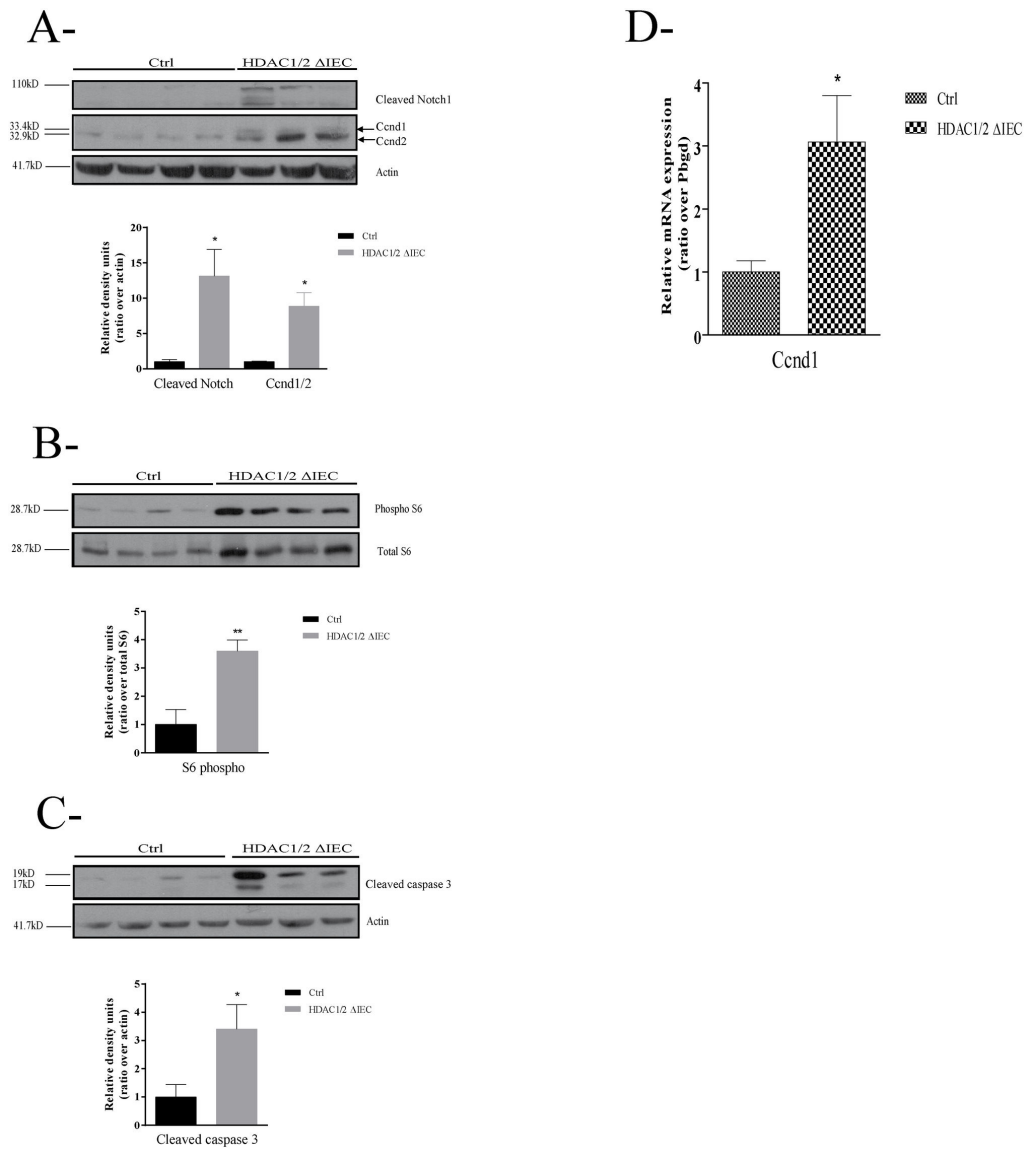
Conditional intestinal epithelial HDAC1/2 loss leads to altered activation of cell homeostasis regulators. Total protein extracts from three to four one-year-old control (Ctrl) or conditional intestinal epithelial HDAC1/2 (HDAC1/2ΔIEC) colons were separated on a 10% SDS-PAGE gel, transferred to a PVDF membrane and analysed by Western blot for expression of (**A**) Cyclin D (Ccnd1, MW: 33.4 kD; Ccnd2, MW: 32.9 kD), cleaved Notch1 (MW: 110 kD) and actin (MW: 41.7 kD) as a loading control; (**B**) phosphorylated and total ribosomal protein S6 (MW: 28.7 kD); (**C**) cleaved caspase 3 (MW: 17 kD), with actin as a loading control. The histograms indicate the ratio of band intensities normalized to actin (**A**, **C**) or total ribosomal protein S6 (**B**). Quantification of band intensity was performed with the Quantity One software. Results represent the mean ± SEM (*p≤0.05; **p≤0.01). **D**. Cyclin D1 (Ccnd1) increased expression was confirmed by qPCR analysis of total RNAs isolated from control or conditional intestinal epithelial HDAC1/2 colons. Results represent the mean ± SEM (*p≤0.05).

### Conditional intestinal epithelial HDAC1/2 loss disrupts cell lineage commitment

Based on the important architectural defects observed, we hypothesized that HDAC1/2 depletion affected IEC differentiation. We thus verified the presence of secretory cells of the goblet and Paneth lineages, and of enteroendocrine cells. Decreased goblet cell numbers were observed in HDAC1/2 IEC-specific mutant mice, both in jejunum (Figure 6A, 6B) and in colon (Figure 6C, 6D), after goblet cell staining with Alcian blue (Figure 6A, 6C) and Periodic Acid Schiff (Figure 6B, 6D). Likewise, Paneth cell numbers were decreased in jejunum, as evidenced by a decrease in Best’s Carmine staining (Figure 7A) and lysozyme immunofluorescence cell staining (Figure 7B). In addition, qPCR analysis confirmed reduced jejunal expression of lysozyme and another Paneth cell marker, namely Cryptdin (Defa) (Figure 7C). While we did not observe significant differences in enteroendocrine cell numbers, both in colon and jejunum, decreased expression of the enteroendocrine marker Chga was noted, as assessed by qPCR analysis (data not shown). Finally, expression of Atoh1, an inducer of secretory cell fate, and a gene negatively regulated by the Notch pathway, is decreased, as assessed by qPCR analysis (data not shown). Thus, intestinal epithelial HDAC1/2 depletion alters secretory cell determination.

**Figure 6:**
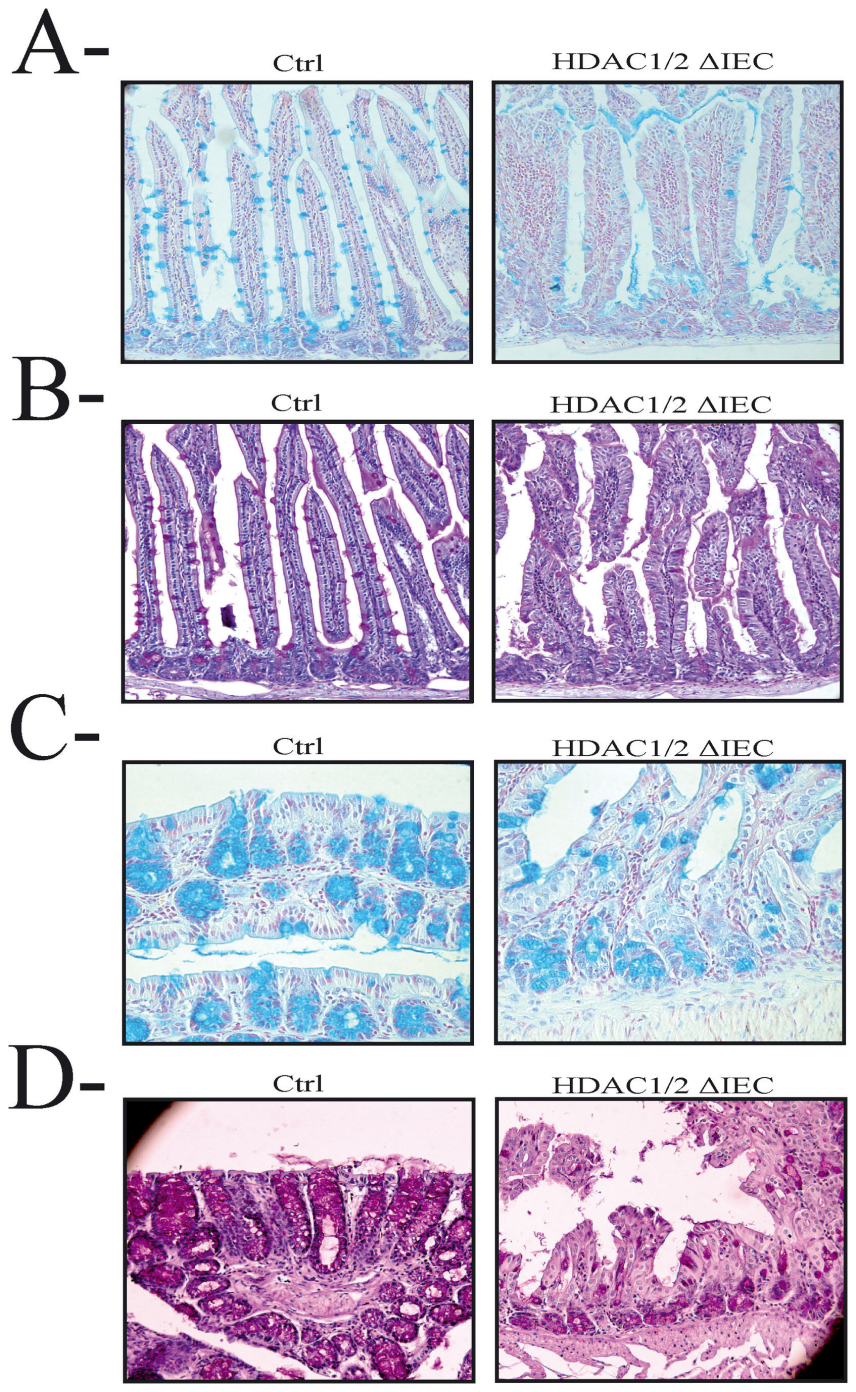
Conditional intestinal epithelial HDAC1/2 loss deregulates goblet cell differentiation. Jejunal (**A**, **B**) and colonic (**C**, **D**) tissue sections from one-year-old control (Ctrl, left panels) or conditional intestinal epithelial HDAC1/2 mice (HDAC1/2ΔIEC, right panels) mice, were stained with Alcian blue (**A**, **C**) or Periodic Acid Schiff (**B**, **D**). Magnification: 20 X.

**Figure 7:**
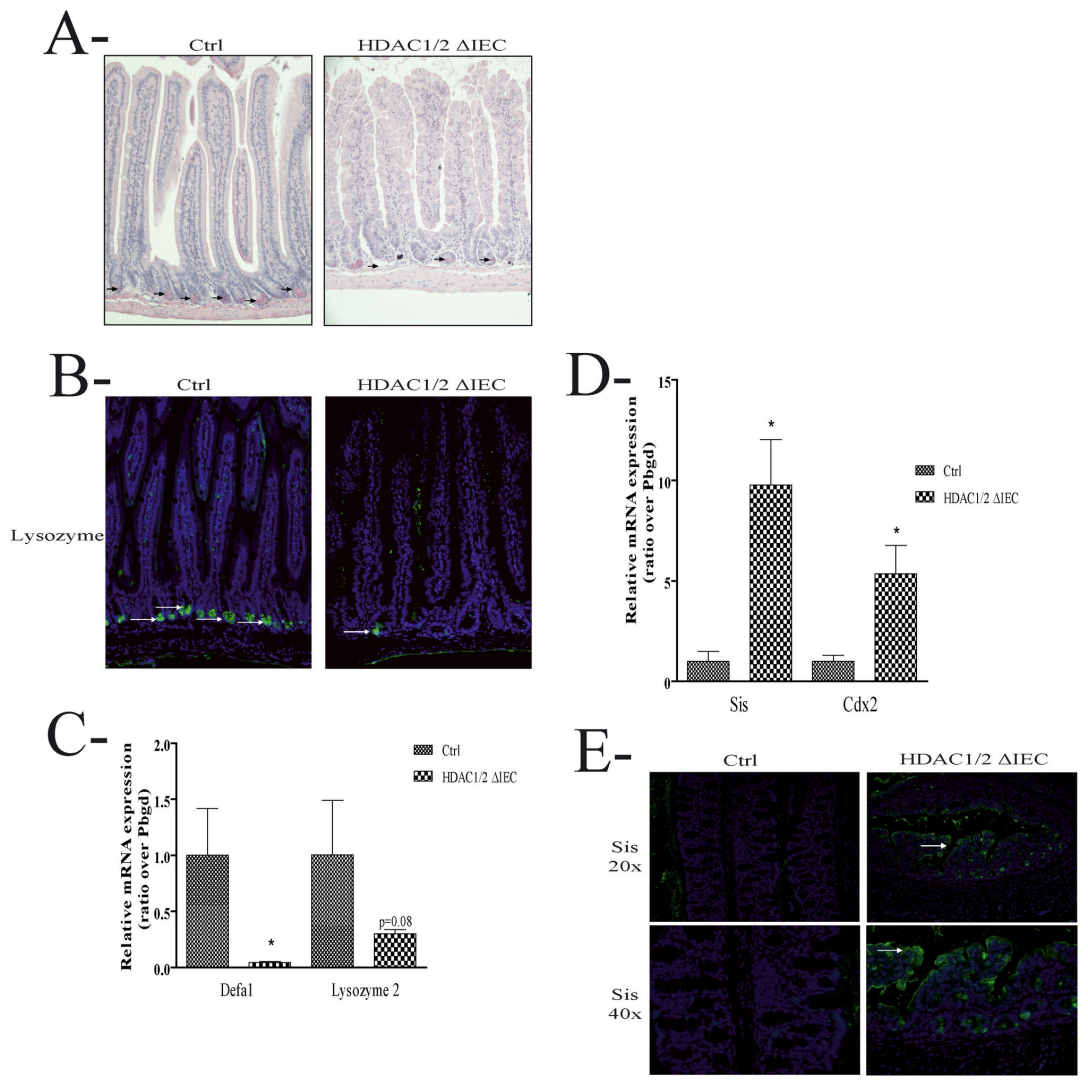
Conditional intestinal epithelial HDAC1/2 loss disrupts cell lineage commitment. **A**. Jejunal tissue sections from four-month-old control (Ctrl, left panel) or conditional intestinal epithelial HDAC1/2 (HDAC1/2ΔIEC, right panel) mice were stained with Best’s Carmine. Arrows indicate stained Paneth cells. Magnification: 20 X. **B**. Jejunal tissue sections from four-month-old control (Ctrl, left panel) or conditional intestinal epithelial HDAC1/2 (HDAC1/2ΔIEC, right panel) mice were stained with an antibody against lysozyme, a Paneth cell marker. Arrows indicate stained Paneth cells. Magnification: 20 X. C. Total RNAs were isolated from control and HDAC1/2 IEC-specific jejunum (n=4-6). Expression levels of lysozyme and Defa1 (cryptdin), two Paneth cell markers, were determined by qPCR, with Pbgd as a control. Results represent the mean ± SEM (* p≤0.05). **D**. Total RNAs were isolated from control and HDAC1/2 IEC-specific colons (n=4-5). Expression levels of Cdx2 and Sucrase-isomaltase (Sis), a small intestine enterocyte marker, were determined by qPCR, with Pbgd as a control. Results represent the mean ± SEM (* p≤0.05). **E**. Colon tissue sections from four-month-old control (Ctrl, left panel) or conditional intestinal epithelial HDAC1/2 (HDAC1/2ΔIEC, right panel) mice were stained with an antibody against Sucrase isomaltase (Sis), a small intestine enterocyte marker. Magnification: top panels: 20 X; bottom panels: 40 X.

The Notch pathway, when activated, controls intestinal epithelial cell determination [2]. Indeed, when cleaved and activated, the released intracellular domain of the Notch receptor acts as a master regulator of intestinal cell fate determination by favouring enterocyte differentiation at the expense of secretory cell differentiation. We thus verified whether enterocyte determination could be induced in mutant mice, by assessing the expression of the enterocyte transcription factor Cdx2 and of a specific target, namely Sucrase-isomaltase (Sis). Sis is not expressed at significant levels in colon, as opposed to small intestine [31]. Interestingly, qPCR analysis showed an increase in Cdx2 and Sis expression in the colon (Figure 7D). Immunofluorescence studies confirmed increased Sis apical brush border expression in the colon, with however some delocalized cytoplasmic expression (Figure 7E). Thus, our data confirm a change in cell determination from a secretory to an absorptive IEC phenotype, which correlates with increased expression of cleaved Notch, a master regulator of intestinal cell fate determination, favouring enterocyte differentiation when cleaved and activated [2]. Elevated Notch signalling resulting from HDAC1/2 IEC deficiency may alter intestinal cell fate determination.

### Conditional intestinal epithelial HDAC1/2 loss disrupts epithelial barrier function

In order to determine whether intestinal epithelial HDAC1/2 deficiency altered intestinal barrier properties, we verified the expression of one component of epithelial tight junctions, Claudin 3. Claudin 3 expression was decreased in mutant colons, as determined by Western blot analysis (Figure 8A). Epithelial tight junction component modifications could lead to altered barrier function in mutant mice. Indeed, we detected a 1.7-fold increase of 4-kDa FITC-labeled dextran-dependent fluorescence intensity in the blood of mutant mice after gavage (Figure 8B). We hypothesized that this reduced barrier function could lead to increased mucosal inflammatory response. We thus verified the state of activation of a regulator of the inflammatory response, namely Stat3 [32]. Western blot analysis showed a strong increase in phosphorylated Stat3 levels in mutant colon, as opposed to control (Figure 8C). Thus, intestinal epithelial HDAC1/2 loss may cause defects in barrier function, resulting in altered intestinal inflammatory responses.

**Figure 8:**
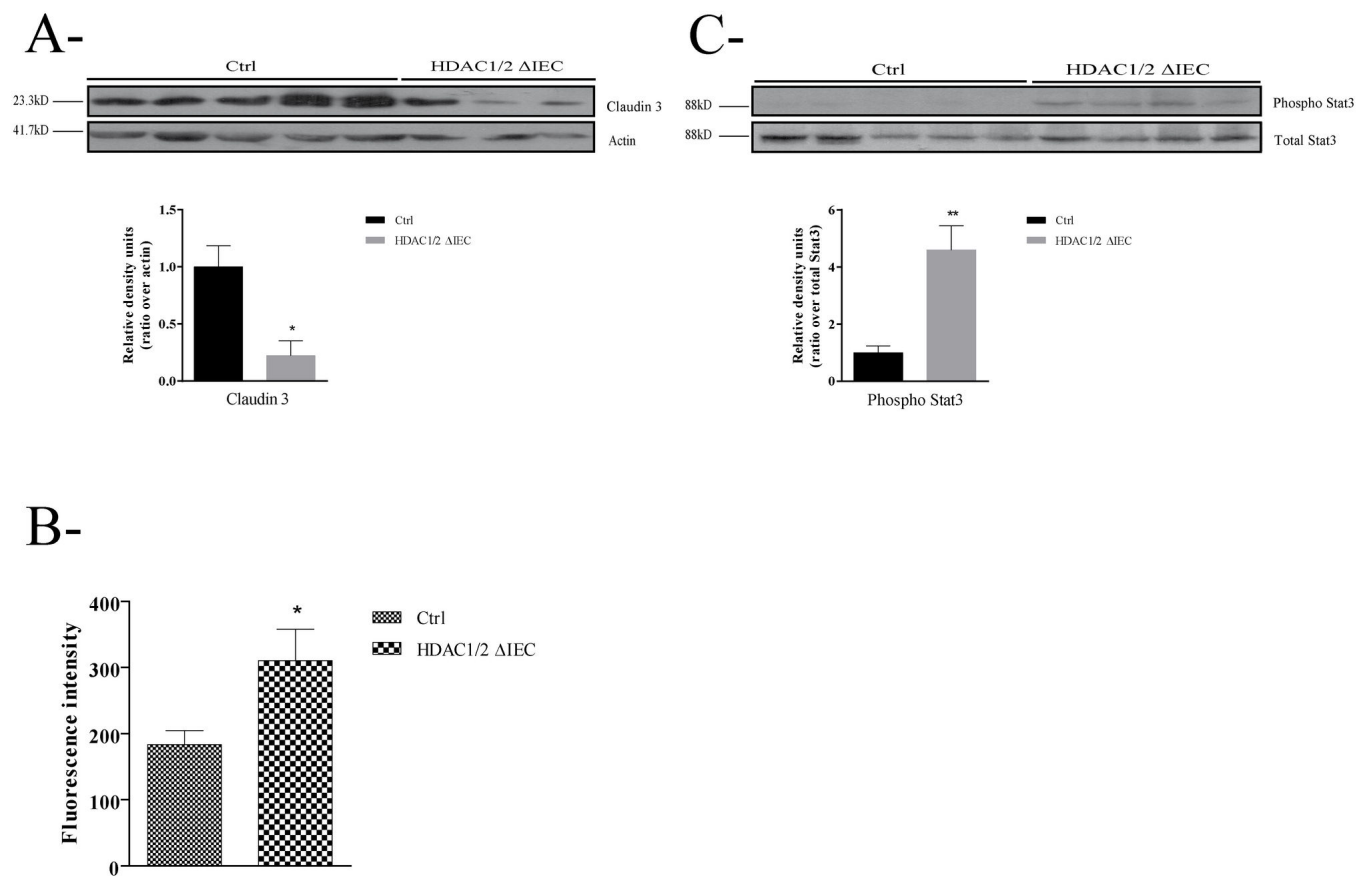
Conditional intestinal epithelial HDAC1/2 loss disrupts epithelial barrier function. **A**. Total protein extracts from three to five control (Ctrl) or conditional intestinal epithelial HDAC1/2 (HDAC1/2ΔIEC) colons were separated on a 10% SDS-PAGE gel, transferred to a PVDF membrane and analysed by Western blot for expression of Claudin 3 (MW: 23.3 kD) and actin as a loading control. The histograms indicate the ratio of band intensities normalized to actin. Quantification of band intensity was performed with the Quantity One software. Results represent the mean ± SEM (*p≤0.05). **B**. To measure intestinal permeability, blood was recovered 3 h after gavage of 4-kDa FITC-labeled dextran (n=6). FITC serum concentrations were determined with a RF-5301PC spectrofluorometer (Shimadzu Scientific Instruments, Columbia, MD, USA). Results represent the mean ± SEM (*p≤0.05). **C**. Total protein extracts from four to five control (Ctrl) or conditional intestinal epithelial HDAC1/2 (HDAC1/2ΔIEC) colons were separated on a 10% SDS-PAGE gel, transferred to a PVDF membrane and analysed by Western blot for expression of Phospho-Stat3 and total Stat3 (MW: 88 kD). The histogram indicates the ratio of Phospho-Stat3 band intensities normalized to Stat3. Quantification of band intensity was performed with the Quantity One software. Results represent the mean ± SEM (*p≤0.05).

### Conditional intestinal epithelial HDAC1/2 loss leads to modifications of inflammatory and differentiation-specific gene expression patterns

Our data suggest that HDAC1/2 IEC specific loss leads to determination defects, causing altered barrier function, as well as perturbed differentiation of secretory cells, such as goblet cells in both jejunum and colon and jejunal Paneth cells. Of note, both cell types play an important role in protecting the intestine from the intestinal microbiota. Indeed, goblet cells produce a mucus layer and secretory anti-bacterial products [4], and Paneth cells synthesize antibacterial enzymes [5]. Our results also suggest an increased inflammatory environment in the colon of HDAC1/2 IEC deficient mice. Indeed, increased immune cell infiltrates were observed. In addition, mutant mice displayed weight loss, looser than normal stools and colon shortening despite increased lengthening of the small intestine. Of note, decreased weight, looser stools and colon shortening are clinical symptoms of murine colitis [33]. To further this observation, we measured global gene expression patterns with microarray analysis by comparing total RNAs isolated from four-month-old control or HDAC1/2 IEC-specific deficient murine colons. 

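Colon RNA of 3 control and 3 HDAC1/2 IEC-specific deficient mice, 4 months old by the paper, was hybridized to Affymetrix GeneChip Mouse Genome 430 2.0 arrays, with 3 arrays per group. Hdac1, the first of the deleted genes, was lower on every deficient array, at log2 values of 9.27, 9.21 and 9.32 against 10.60, 10.53 and 10.56 in control colon (log2 fold change -1.30, standard error 0.047, limma adjusted p = 1.06e-06). Hdac2, the second deleted gene, had log2 values of 11.02, 10.92 and 11.00 on the deficient arrays and 10.96, 10.92 and 10.93 on the control arrays, and did not pass the test (log2 fold change 0.046, standard error 0.045, limma adjusted p = 0.475). Its 3 probe sets had log2 fold changes between -0.067 and 0.046, and without probe sets of shared sequence, or as the mean of its probe sets, the gene's own value was -0.067 or -0.019. Where these probe sets lie relative to the deleted exons is not known here, so Hdac2 checks no label. The arrays also carried RNA that depends on the sex of the mice. Xist, which is transcribed from the inactive X chromosome of females, was at 12.85 ± 0.034 in control and 12.02 ± 0.033 in deficient colon (SD, n = 3 each). The Y-linked Eif2s3y was at 4.09 ± 0.23 in control and 8.34 ± 0.14 in deficient colon (SD, n = 3 each). The deposited values are log2 signals per probe set that the authors background-corrected and normalized with RMA in Flexarray. They ran from 2.79 to 14.85, with a median between 6.79 and 6.81 on each array. Each of 45037 probe sets, after 64 control probe sets were left out, was compared between the groups with limma. With p adjusted by Benjamini-Hochberg, a gene passed at an adjusted p under 0.05. Fold changes are deficient over control. Of the probe sets, 34945 carry 1 gene symbol, 932 several and 9160 none in the annotation used. This left 18193 named genes, each given by its probe set with the highest mean signal. The sample labels name the epithelium of the colon as the source and number the mice, whereas the paper describes total RNA of the colon. Arrays of one group were very close, with a median SD per probe set of 0.0666 in control and 0.0632 in deficient colon on the log2 scale. The p-values therefore measure the spread between these 3 arrays per group and their number limits the precision.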

Genes significantly expressed (p < 0.05) were selected. Interestingly, almost as many genes were increased than decreased. Indeed, over 434 known genes were increased more than two-fold (fold change (log_2_) > 1), with 101 genes increased more than four-fold (fold change (log_2_) > 2), while 352 genes were decreased more than two-fold (fold change (log_2_) < -1), with 47 genes decreased more than four-fold (fold change (log_2_) < -2) (Table S2). 

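Among genes changed more than 2-fold, rises and falls were close in number, and 53.5% of them were higher in HDAC1/2 deficient colon. With no threshold on the fold, 9162 of 18193 genes passed the test, 3990 of them higher and 5172 lower. Over the 17933 probe sets that passed, the median absolute log2 fold change was 0.35. Smooth muscle genes, which encode the contractile proteins of the muscle layers, fell in all 12 measured cases (12 when adjusted over the list alone), by log2 fold changes from -0.13 to -0.69 (camera adjusted p = 8.54e-05, and adjusted p = 0.0981 with an estimated correlation). The largest of them were in Des (-0.69), Synpo2 (-0.62), Smtn (-0.60) and Myh11 (-0.58), which encode desmin, synaptopodin 2, smoothelin and the smooth muscle myosin heavy chain. Of 32 genes of S phase and mitosis, 29 rose and 3 did not pass (29 rose and 1 fell when adjusted over the list alone), and 4 of them rose more than 2-fold (camera adjusted p = 4.38e-12, and adjusted p = 0.128 with an estimated correlation). They included E2f2 (1.94), a transcription factor of S-phase entry, Rrm2 (1.65), a subunit of ribonucleotide reductase, and the mitotic kinase gene Plk1 (1.02). The groups did not overlap in 60.9% of all genes, where chance gives 10%.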

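In HDAC1/2 deficient colon, 464 genes were more than 2-fold higher and 404 more than 2-fold lower than in control colon. Of these, 116 were more than 4-fold higher and 51 more than 4-fold lower. Rises and falls were ranked by the brightest probe set of each gene, among genes with a probe set that carries their symbol alone. Others were left out, such as the probe set of Amy2a4 and Amy2a5, for which the paper prints a log2 rise of 9.6. The 10 largest rises included 3 regenerating protein genes, Reg3g, Reg3b and Reg1, and the digestive enzyme genes Cela2a, Cpb1, Cpa1, Ctrl and 2210010C04Rik. The others were Ambp (5.38), which encodes the precursor of alpha-1-microglobulin, and the aldo-keto reductase gene Akr1c21 (log2 fold change 5.12, standard error 0.12, limma adjusted p = 1.45e-07). The largest fall was that of St3gal4, a sialyltransferase gene, at 10.46 ± 0.026 in control and 6.71 ± 0.27 in deficient colon (SD, n = 3 each) (log2 fold change -3.75, standard error 0.12, limma adjusted p = 6.14e-07). It was followed by genes of keratinized epithelium, namely Krt6b, Krt10, Tgm3 and Krtdap, by Ttr (-3.13), which encodes the thyroxine carrier transthyretin, and by Ermap (-2.77), a gene of red cell membranes. Ang4 (-2.86), an antimicrobial ribonuclease gene of Paneth and goblet cells, Itln1 (-2.69), which encodes a lectin of the same cells, and Ppbp, a chemokine gene of platelets, completed the 10. A gene was counted where at least 1 probe set that carries its symbol alone had a limma adjusted p under 0.05 and the fold. In all, 703 probe sets were more than 2-fold higher and 552 lower, 113 of them unnamed here. Counted only where limma's treat placed the change itself beyond 2-fold, a stricter test chosen after seeing the data, 268 genes were higher and 193 lower.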

Functional Gene Ontology annotations were performed with the ToppGene and DAVID programs in order to classify genes according to biological processes. Categories strongly enriched (p≤0.05) and with the highest gene count were selected. The most significant classes of biological processes are represented in volcano plot of gene expression (Figure S3), and the list of genes in those classes is shown (Tables S3 to S5). Microarray analysis confirmed a chronic inflammatory response in mutant mice. Indeed, the most significantly two-fold induced groups included Immune response (p-value: 6.672E-44, gene count: 118) and Defense response (p-value: 1.948E-34, gene count: 109) for the ToppGene database, as well as Immune response (p-value: 3.E-31, gene count: 68) and Defense response (p-value: 3.8E-20, gene count: 53) for the DAVID database. 

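Genes that interferon gamma induces were among the most strongly raised groups in HDAC1/2 deficient colon. Of 25 measured, 23 rose and 2 did not pass (24 rose when adjusted over the list alone), 14 of them more than 2-fold (camera adjusted p = 2.10e-13, and adjusted p = 0.0603 with an estimated correlation). Ido1, which encodes a tryptophan-degrading enzyme, was at 6.47 ± 0.16 in control and 10.91 ± 0.028 in deficient colon (SD, n = 3 each) (log2 fold change 4.43, standard error 0.079, limma adjusted p = 4.00e-08). Iigp1 (3.34) and Ifi47 (3.10), GTPase genes of cell-autonomous defense, rose as well. All 9 genes of MHC class II antigen presentation rose (9 when adjusted over the list alone), 7 of them more than 2-fold (camera adjusted p = 1.80e-07, and adjusted p = 0.0715 with an estimated correlation). H2-Eb1, a class II beta chain gene, rose by 2.27 on the log2 scale, H2-DMa and H2-DMb2, which load peptides on class II molecules, by 2.22 and 2.00, and the invariant chain gene Cd74 by 1.83. Of 16 acute phase and Stat3 target genes, 10 rose, 2 fell and 4 did not pass (11 rose and 3 fell when adjusted over the list alone), with camera adjusted p = 9.04e-04, and adjusted p = 0.0991 with an estimated correlation. The largest rises were in Lrg1 (log2 fold change 4.60, standard error 0.050, limma adjusted p = 6.56e-09), which encodes a secreted acute phase glycoprotein, and in Socs3 (log2 fold change 3.49, standard error 0.067, limma adjusted p = 5.88e-08), a feedback inhibitor of Stat3 signaling. Stat3 itself rose by 0.13 (limma adjusted p = 0.0368), a call that was lost without any 1 of the arrays (limma adjusted p from 0.0602 to 0.113) in this probe set, the brightest. Of its 4 probe sets 3 rose and 0 fell, with log2 fold changes from -0.13 to 0.34. Camera tests whether a list's genes rank higher or lower than all other genes, here with a preset correlation of 0.01, over 50 lists written after the paper and its Table S2 had been read.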

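Lymphocyte genes rose in HDAC1/2 deficient colon, most uniformly those of B cells and plasma cells. Of 12 B cell genes, 11 rose and 1 did not pass (12 rose when adjusted over the list alone), 6 of them more than 2-fold (camera adjusted p = 1.80e-07, and adjusted p = 0.0981 with an estimated correlation). Pou2af1 (log2 fold change 1.72, standard error 0.049, limma adjusted p = 3.45e-07), a coactivator of immunoglobulin genes, Cd79b (1.65), a chain of the B cell receptor, and Ms4a1 (1.48), which encodes CD20, led the list. All 7 plasma cell genes rose (7 when adjusted over the list alone, with camera adjusted p = 1.07e-04, and adjusted p = 0.128 with an estimated correlation), with Mzb1, an endoplasmic reticulum chaperone gene of antibody-secreting cells, at 8.93 ± 0.058 in control and 10.74 ± 0.075 in deficient colon (SD, n = 3 each) (log2 fold change 1.81, standard error 0.055, limma adjusted p = 4.60e-07). Of 17 T cell genes, 13 rose, 1 fell and 3 did not pass (14 rose and 1 fell when adjusted over the list alone), 2 of them rose more than 2-fold (camera adjusted p = 9.38e-05, and adjusted p = 0.128 with an estimated correlation). The T cell receptor complex gene Cd3g rose by 1.62 and the costimulatory receptor gene Cd28 by 1.53 on the log2 scale. Of 11 genes of cytotoxic and NK cells, 8 rose and 3 did not pass (8 rose when adjusted over the list alone, with camera adjusted p = 9.55e-04, and adjusted p = 0.128 with an estimated correlation). The granzyme gene Gzma rose the most (log2 fold change 2.55, standard error 0.19, limma adjusted p = 3.04e-05). Epithelial antimicrobial and oxidative defense genes were split, with 6 of 13 higher, 3 lower and 4 not past the test (6 higher and 4 lower when adjusted over the list alone), and the list did not pass (camera adjusted p = 0.0631), although it did with each array centred on its median (camera adjusted p = 0.0461). Its rises were large, including S100a8 (log2 fold change 4.19, standard error 0.063, limma adjusted p = 2.27e-08), a calprotectin subunit, Duoxa2 (2.31), a maturation factor of an epithelial NADPH oxidase, and Pla2g2a (2.29), a bactericidal phospholipase.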

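Over 50 gene lists of cell types and pathways, 20 were shifted up in HDAC1/2 deficient colon, 8 down, and 22 did not pass camera. With a correlation estimated between the genes of each list, 0 of the 50 lists passed (smallest camera adjusted p = 0.0603), against 19 at an unadjusted p under 0.05, and 47 passed fry, which tests whether a list's genes move one way on balance. Of 15 lists on immunity and inflammation, 12 were shifted up, namely interferon gamma response, MHC class II, Stat3 target, chemokine, Fc receptor, T cell, B cell, plasma cell, cytotoxic cell, macrophage, neutrophil and dendritic cell genes. Lists of cytokines, epithelial antimicrobial genes and mast cell genes did not pass. The other 8 lists shifted up held genes of the small intestinal enterocyte, the cell cycle, the HDAC complexes, the regenerating protein family and the exocrine pancreas, hair keratins, fetal and imprinted genes, and Y-linked genes. Of 21 genes of hair and nail, 8 rose, 1 fell and 12 did not pass (8 and 1 when adjusted over the list alone), with camera adjusted p = 0.00225, and adjusted p = 0.232 with an estimated correlation. Krt84 (log2 fold change 4.73, standard error 0.078, limma adjusted p = 2.86e-08), a hair keratin gene, and Foxn1 (3.03), a transcription factor of hair and thymus, rose the most. Of 15 fetal and imprinted genes, 7 rose, 2 fell and 6 did not pass (7 and 2 when adjusted over the list alone), with camera adjusted p = 0.0199, and adjusted p = 0.128 with an estimated correlation. They included the imprinted gene Dlk1 (3.13) and Afp (1.86), which encodes alpha-fetoprotein. Of 6 Y-linked genes, 3 rose, Eif2s3y (4.25), Kdm5d (3.51) and Uty (1.39), and 3 did not pass (3 rose when adjusted over the list alone), with camera adjusted p = 0.0241, and adjusted p = 0.203 with an estimated correlation. The lists were sorted into immune and other after their values were seen.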

Most of the categories induced were related to inflammation and the immune response. In contrast, the most significantly five-fold induced groups contained the categories Digestion (p-value: 1.338E-10, gene count: 13) for the ToppGene database, and Proteolysis (p-value: 5.80E-05, gene count: 49) for the DAVID database. 

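Genes of digestive enzymes that the exocrine pancreas makes rose in HDAC1/2 deficient colon. Of 27 measured genes of pancreatic acinar cells, 21 rose, 4 fell and 2 did not pass (22 and 4 when adjusted over the list alone), and 17 rose more than 2-fold (camera adjusted p = 1.52e-08, and adjusted p = 0.0603 with an estimated correlation). Cela2a, a pancreatic elastase gene, was at 5.11 ± 0.85 in control and 12.50 ± 0.068 in deficient colon (SD, n = 3 each) (log2 fold change 7.40, standard error 0.36, limma adjusted p = 4.37e-06). Cpb1, which encodes carboxypeptidase B, was at 4.94 ± 0.32 in control and 12.18 ± 0.005 in deficient colon (SD, n = 3 each) (log2 fold change 7.24, standard error 0.14, limma adjusted p = 5.94e-08). The carboxypeptidase gene Cpa1 rose by 5.64 on the log2 scale, 2210010C04Rik by 5.65 and the chymotrypsin-like gene Ctrl by 5.21. Of 9 genes of pancreatic islets, 3 rose, 2 fell and 4 did not pass (3 and 2 when adjusted over the list alone), with log2 fold changes between -0.55 and 0.39 (camera adjusted p = 0.761). They included the amyloid polypeptide gene Iapp at 0.27 and the pancreatic polypeptide gene Ppy at 0.39. Matrix metalloprotease genes, part of the proteolysis category, also included rises, with Mmp7 (log2 fold change 1.82, standard error 0.064, limma adjusted p = 9.23e-07), which encodes matrilysin, rising the most.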

Two-fold decreased biological process categories included Epithelial cell differentiation (p-value: 2.5E-05, gene count: 6) for the ToppGene, Oxidation reduction (p-value: 2.5E-05, gene count: 30) and Ion transport (p-value: 1.5E-02, gene count: 23) for the DAVID database.

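Genes of stratified squamous epithelium, of steroid and drug oxidation and of ion transport fell in HDAC1/2 deficient colon. Of 32 squamous epithelium genes, 21 fell, 3 rose and 8 did not pass (21 and 4 when adjusted over the list alone), and 17 fell more than 2-fold (camera adjusted p = 1.01e-04, and adjusted p = 0.0981 with an estimated correlation). They included the keratin genes Krt6b (-3.19) and Krt10 (-3.15), Krtdap (-2.90), a keratinocyte differentiation gene, and Tgm3, the gene of a transglutaminase that cross-links the cell envelope, at 13.36 ± 0.015 in control and 10.43 ± 0.003 in deficient colon (SD, n = 3 each) (log2 fold change -2.93, standard error 0.038, limma adjusted p = 1.14e-08). Of 25 cytochrome P450 genes, 14 fell, 3 rose and 8 did not pass (14 and 4 when adjusted over the list alone), 10 of them fell more than 2-fold (camera adjusted p = 0.00247, and adjusted p = 0.143 with an estimated correlation). Cyp2d10 (log2 fold change -2.58, standard error 0.042, limma adjusted p = 2.72e-08) and Cyp2f2 (log2 fold change -2.46, standard error 0.067, limma adjusted p = 2.74e-07) fell, whereas Cyp2c65 rose by 3.08 on the log2 scale. All 3 encode monooxygenases. Of 27 ion channel and exchanger genes, 17 fell, 4 rose and 6 did not pass (17 and 4 when adjusted over the list alone, with camera adjusted p = 0.00152, and adjusted p = 0.128 with an estimated correlation). Slc20a1, a phosphate transporter gene, was at 12.92 ± 0.022 in control and 11.11 ± 0.051 in deficient colon (SD, n = 3 each) (log2 fold change -1.81, standard error 0.044, limma adjusted p = 1.63e-07). Scnn1g (-1.71), a subunit of the epithelial sodium channel, Slc8a1 (-1.68), a sodium-calcium exchanger, and Slc4a4 (-1.62), a sodium bicarbonate cotransporter, fell too.

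**Figure D1:**
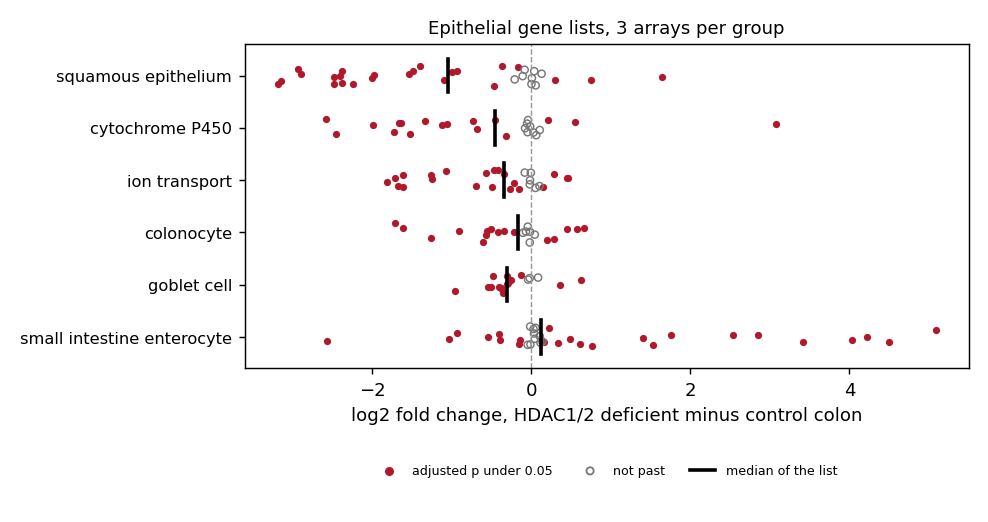
Log2 fold changes (deficient minus control colon, 3 arrays per group, horizontal axis) of single genes in 6 epithelial gene lists. Red points passed limma at an adjusted p under 0.05, open points did not, and the black bar is the list's median, which is -1.05 for squamous epithelium, -0.45 for cytochrome P450, -0.34 for ion transport and 0.13 for small intestinal enterocyte genes.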

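Chemokine genes were mostly higher in HDAC1/2 deficient colon, cytokine and metalloprotease genes went both ways, and claudin genes that changed were mostly lower. Of 34 chemokine genes, 18 rose, 7 fell and 9 did not pass (22 and 8 when adjusted over the list alone, with camera adjusted p = 9.48e-04, and adjusted p = 0.0981 with an estimated correlation). Cxcl9, which attracts activated T cells, was at 6.14 ± 0.14 in control and 10.03 ± 0.031 in deficient colon (SD, n = 3 each) (log2 fold change 3.88, standard error 0.072, limma adjusted p = 5.07e-08). The platelet chemokine gene Ppbp fell by 2.69 on the log2 scale. Of 40 cytokine genes, 12 rose, 8 fell and 20 did not pass (13 and 8 when adjusted over the list alone), with no shift of the list past the test (camera adjusted p = 0.136). Ltb, which encodes lymphotoxin beta, rose by 1.10 and Il16, which encodes a chemoattractant of CD4 cells, by 1.07. Il15, a growth factor of NK and memory T cells, fell by 1.28 and Tgfb3 by 1.23. Of 18 metalloprotease genes, 6 rose, 4 fell and 8 did not pass (6 and 4 when adjusted over the list alone, with camera adjusted p = 0.114). Mmp13 (log2 fold change 1.68, standard error 0.086, limma adjusted p = 5.17e-06), a collagenase gene, Mmp12 (1.12), a macrophage elastase gene, and Mmp3 (1.11), a stromelysin gene, rose more than 2-fold. Of 20 claudin genes, 9 fell, 1 rose and 10 did not pass (10 and 1 when adjusted over the list alone), with log2 fold changes between -0.61 and 0.12 (camera adjusted p = 0.0428, and adjusted p = 0.158 with an estimated correlation). The list's shift was lost with probe sets above the 40th percentile alone (camera adjusted p = 0.0651) and without HDAC1/2 deficient replicate 1 (camera adjusted p = 0.0686). Cldn3 was at 13.28 ± 0.031 in control and 12.68 ± 0.025 in deficient colon (SD, n = 3 each) (log2 fold change -0.61, standard error 0.041, limma adjusted p = 2.02e-05). Cldn14 (-0.59), Cldn12 (-0.51) and Cldn23 (-0.49), other tight junction strand genes, fell as well.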

Upregulated genes included cytokines, chemokines and metalloproteases, while down-regulated genes included, among others, claudin encoding genes, such as claudin 3 (Table S2). The pattern of expression of some groups of inflammatory genes confirmed increased immune cell infiltration in HDAC1/2 IEC-deficient murine colon, such as myeloid cells. For example, microarray data show that receptors for the Fc portion of immunoglobulins (FcR) were increased significantly 2.31-fold (Fcgr2b), 2.21-fold (Fcgr3) and 3.15-fold (Fcgr4) (Table S2). These genes are considered to be expressed in monocyte-derived dendritic cells (Fcgr1), in monocytes, macrophages and neutrophils, and all myeloid populations (Fcgr2b, Fcgr3) [34]. 

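Macrophage and monocyte genes rose in HDAC1/2 deficient colon, as did part of the neutrophil and dendritic cell genes. Of 19 macrophage and monocyte genes, 16 rose and 3 did not pass (17 rose when adjusted over the list alone), 8 of them more than 2-fold (camera adjusted p = 4.38e-09, and adjusted p = 0.128 with an estimated correlation). Clec4a3 (log2 fold change 1.74, standard error 0.089, limma adjusted p = 5.34e-06), a lectin receptor gene, Aif1 (1.38), an actin-binding protein gene of macrophages, C1qa (1.33), a complement component, and Tyrobp (1.25), a signaling adaptor, rose the most. Of 13 neutrophil genes, 7 rose, 1 fell and 5 did not pass (8 and 1 when adjusted over the list alone, with camera adjusted p = 0.00118, and adjusted p = 0.121 with an estimated correlation). The calprotectin gene S100a9 (2.17) and Cd177 (1.28), a neutrophil surface protein gene, were among the rises. Of 9 dendritic cell genes, 5 rose and 4 did not pass (6 rose when adjusted over the list alone), with camera adjusted p = 0.00416, and adjusted p = 0.128 with an estimated correlation. Itgae (1.30), the integrin of mucosal dendritic and T cells, and the integrin gene Itgax (0.91) led it. Mast cell genes went both ways, with 5 of 11 higher, 2 lower and 4 not past the test (5 and 2 when adjusted over the list alone, camera adjusted p = 0.165). The mucosal protease genes Mcpt1 (2.83) and Mcpt2 (2.43) rose, while Cma1 (-1.33), the gene of a connective tissue mast cell protease, and the receptor gene Kit (-0.99) fell. On the same arrays, 7 of 13 fibroblast genes fell and 3 rose (7 and 3 when adjusted over the list alone, camera adjusted p = 0.193), 7 of 12 endothelial genes fell (7 when adjusted over the list alone, camera adjusted p = 0.138), and 6 of 12 genes of enteric neurons and glia fell (7 fell and 1 rose when adjusted over the list alone, camera adjusted p = 0.111).

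**Figure D2:**
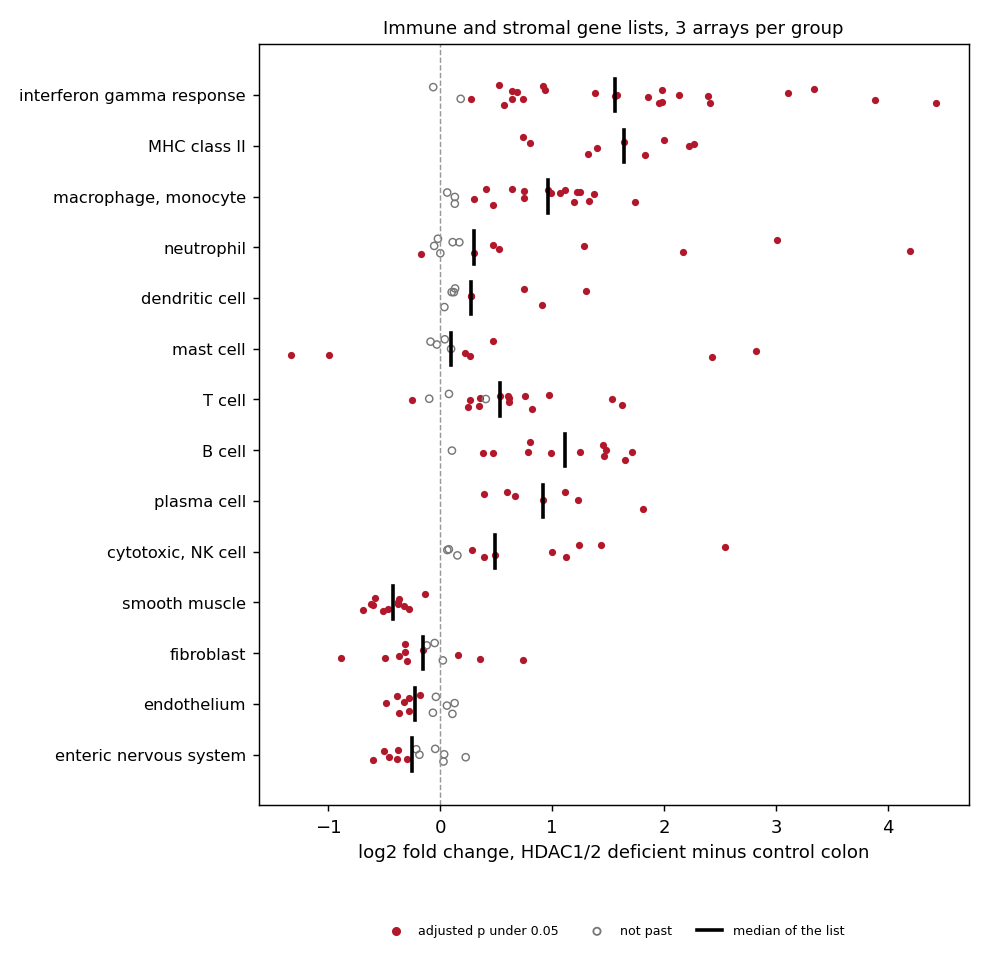
Log2 fold changes (deficient minus control colon, 3 arrays per group, horizontal axis) of single genes in 14 immune and stromal gene lists. Red points passed limma at an adjusted p under 0.05, open points did not, and the black bar is the list's median, which is 0.97 for macrophage, 1.12 for B cell, 0.53 for T cell and -0.42 for smooth muscle genes.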

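Receptors for the Fc portion of immunoglobulins were mostly higher in HDAC1/2 deficient colon. Fcgr4 was at 6.68 ± 0.071 in control and 8.14 ± 0.077 in deficient colon (SD, n = 3 each), a 2.77-fold rise (log2 fold change 1.47, standard error 0.058, limma adjusted p = 1.66e-06). Fcgr3 was at 8.04 ± 0.11 in control and 9.14 ± 0.018 in deficient colon (SD, n = 3 each), a 2.14-fold rise (log2 fold change 1.10, standard error 0.060, limma adjusted p = 7.54e-06). Fcgr2b, which encodes the inhibitory receptor, was at 9.14 ± 0.12 in control and 9.48 ± 0.11 in deficient colon (SD, n = 3 each), a 1.27-fold rise (log2 fold change 0.35, standard error 0.077, limma adjusted p = 0.00879). Its 5 probe sets had log2 fold changes from -0.12 to 1.46, and 4 of them rose. Fcgr1, the high-affinity receptor gene, had a log2 fold change of 0.049 (limma adjusted p = 0.441) in its brightest probe set and of 0.99 in the other. Of all 10 genes of such receptors, 6 rose, 1 fell and 3 did not pass (6 and 2 when adjusted over the list alone, with camera adjusted p = 0.0428, and adjusted p = 0.183 with an estimated correlation). Fcer1g, the gene of the signaling chain that activating Fc receptors share, rose by 1.28 on the log2 scale. Fcgrt, which encodes the neonatal receptor that recycles IgG, fell by 1.07. The shift of the list was lost with eBayes with trend and robust settings (camera adjusted p = 0.0696), with probe sets above the 40th percentile alone (camera adjusted p = 0.0871) and without control replicate 3 (camera adjusted p = 0.0565).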

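Genes of the regenerating protein family, secreted lectins of the gut and pancreas, showed some of the largest rises on the arrays. Reg3g was at 7.09 ± 0.14 in control and 14.70 ± 0.005 in deficient colon (SD, n = 3 each) (log2 fold change 7.61, standard error 0.072, limma adjusted p = 4.33e-09). Reg3b was at 7.34 ± 0.20 in control and 14.41 ± 0.022 in deficient colon (SD, n = 3 each) (log2 fold change 7.07, standard error 0.093, limma adjusted p = 1.15e-08). In deficient colon both were close to the highest value on these arrays, 14.85, so their rises may be larger than measured. Reg1 rose from 5.66 ± 0.11 to 11.36 ± 0.084 (SD, n = 3 each, log2 fold change 5.69, standard error 0.070, limma adjusted p = 8.74e-09), and Reg2 by 3.80 on the log2 scale. Of 7 measured members, 6 rose, all of them more than 2-fold, and 1, Reg4 (named after its value was seen), a member of colonic endocrine and goblet cells, fell by 0.71 (6 and 1 when adjusted over the list alone, with camera adjusted p = 3.60e-04, and adjusted p = 0.0981 with an estimated correlation). Reg1 and Reg2 are also made by the acinar pancreas, and 17 of 27 acinar genes were more than 2-fold higher on the same arrays.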

Genes increased more than five-fold included regenerating protein family members expressed in the intestine, such as Reg1, Reg3b and Reg3g [35,36]. Reg proteins are considered as negative regulators of the inflammatory response as well as of apoptosis. 

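The genes that the paper's text selects from the microarray were higher on all 3 deficient arrays. Lcn2, which encodes the iron-siderophore binding protein lipocalin 2, was at 7.18 ± 0.066 in control and 10.19 ± 0.056 in deficient colon (SD, n = 3 each), an 8.05-fold rise (log2 fold change 3.01, standard error 0.052, limma adjusted p = 3.58e-08). Cxcl5, a neutrophil chemoattractant gene, was at 5.34 ± 0.17 in control and 9.59 ± 0.063 in deficient colon (SD, n = 3 each), a 19-fold rise (log2 fold change 4.25, standard error 0.087, limma adjusted p = 7.72e-08). Ccl8, a monocyte chemoattractant gene, was at 8.19 ± 0.17 in control and 10.27 ± 0.016 in deficient colon (SD, n = 3 each), a 4.22-fold rise (log2 fold change 2.08, standard error 0.083, limma adjusted p = 1.70e-06). Reg3a, an antimicrobial lectin gene, was at 5.58 ± 0.16 in control and 7.76 ± 0.25 in deficient colon (SD, n = 3 each), a 4.53-fold rise (log2 fold change 2.18, standard error 0.13, limma adjusted p = 1.12e-05). Fabp1, which encodes the liver-type fatty acid binding protein, rose by a log2 fold change of 3.41 (limma adjusted p = 1.18e-05) in its brightest probe set and of 4.97 in the other.

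**Figure D3:**
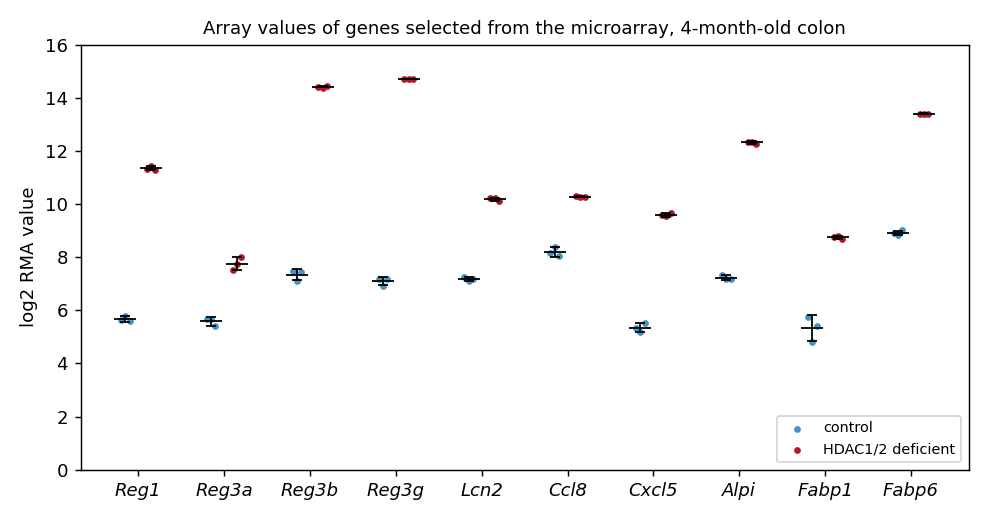
Array values (log2 RMA signal, vertical axis from 0) of 10 genes selected from the microarray, with 1 point per array and the mean with its SD over 3 arrays per group in black. Deficient arrays (red) lie above control arrays (blue) for every gene shown, with a mean of 9.59 against 5.34 for Cxcl5.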

From the microarray data, we thus selected genes induced more than five-fold related to inflammation (Reg3a, Reg3b, Lcn2, Ccl8, Cxcl5) and intestinal differentiation (Alpi, Fabp1, Fabp6). Of note, Alpi and Fabp6 are more expressed in the proximal parts of the intestine, such as the ileum. 

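Alpi, the intestinal alkaline phosphatase gene, was at 7.23 ± 0.096 in control and 12.32 ± 0.049 in deficient colon (SD, n = 3 each) (log2 fold change 5.08, standard error 0.059, limma adjusted p = 7.73e-09). Fabp6, which encodes the ileal bile acid binding protein, was at 8.91 ± 0.089 in control and 13.41 ± 0.001 in deficient colon (SD, n = 3 each) (log2 fold change 4.49, standard error 0.053, limma adjusted p = 7.84e-09). The list of small intestinal enterocyte genes, which includes Alpi and Fabp6, went both ways. Of 34 measured, 16 rose, 8 fell and 10 did not pass (16 and 8 when adjusted over the list alone), and 10 rose and 2 fell more than 2-fold (camera adjusted p = 0.00276, and adjusted p = 0.128 with an estimated correlation). Apoc2 (4.22), which encodes an apolipoprotein, and Mttp (4.03), the microsomal triglyceride transfer protein of chylomicron assembly, rose strongly. Genes chosen after their values were seen show the range of the list. The ileal bile acid transporter gene Slc10a2 rose by 1.40 on the log2 scale and both chains of the basolateral bile acid exporter, Slc51a and Slc51b, by 2.54 and 1.75, whereas the peptide transporter gene Slc15a1 fell by 2.56 and the lactase gene Lct had a log2 fold change of -0.011 (limma adjusted p = 0.937).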

Semi-quantitative RT-PCR analysis confirmed the increased pattern of expression of inflammatory and intestinal genes in most IEC-specific deficient HDAC1/2 colon cDNA samples (Figure 9, left panel). In addition, the expression of CD4, a lymphocyte marker, and Tgfβ, a growth factor regulating intestinal barrier function and proinflammatory stimuli [37], was increased, as assessed by qPCR analysis (Figure S4). Thus, HDAC1/2 depletion in the murine intestine leads to deregulated proximal-to-distal gut gene expression patterns as well as increased expression of inflammatory genes, and results in chronic colon inflammation.

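In HDAC1/2 deficient colon, genes of the colonocyte were more often lower than higher, without a shift of the whole list. Of 22 colonocyte genes, 11 fell, 5 rose and 6 did not pass (11 and 5 when adjusted over the list alone), and the shift of the list did not pass (camera adjusted p = 0.0864). Scnn1g, Best2 and Slc26a2 fell the most. Best2, a bicarbonate channel gene of colonic goblet cells, was at 10.63 ± 0.033 in control and 9.02 ± 0.063 in deficient colon (SD, n = 3 each) (log2 fold change -1.61, standard error 0.048, limma adjusted p = 4.31e-07). The sulfate transporter gene Slc26a2 fell by 1.27 on the log2 scale. Hoxb13, a homeobox gene of the distal gut, fell by 0.90 (limma adjusted p = 5.96e-06), from 12.98 ± 0.018 to 12.08 ± 0.066 (SD, n = 3 each). Cdx2, a transcription factor of intestinal identity, was at 10.92 ± 0.030 in control and 11.48 ± 0.017 in deficient colon (SD, n = 3 each) (log2 fold change 0.56, standard error 0.040, limma adjusted p = 2.72e-05). The paper's conclusion follows its RT-PCR of genes such as Alpi and Fabp6, more expressed in proximal intestine, and its qPCR of CD4 and Tgfβ. The paper concludes that loss of HDAC1/2 deregulates gut gene expression patterns along the proximal-to-distal axis, raises inflammatory genes and leads to chronic colon inflammation.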

**Figure 9:**
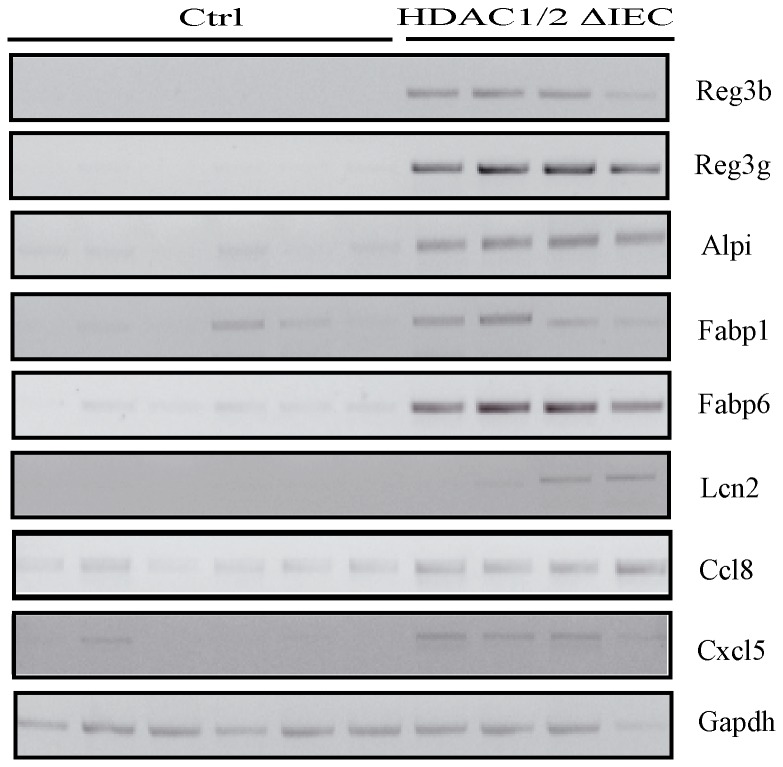
Conditional intestinal epithelial HDAC1/2 loss leads to modifications of inflammatory and differentiation-specific gene expression patterns. Total RNAs were isolated from four-month-old control and HDAC1/2 IEC invalidated colons (n=6, 4). Expression levels of selected highly induced genes, namely Reg3b, Reg3g, Alpi, Fabp1, Fabp6, Lcn2, Ccl8 and Cxcl5 were verified by semi-quantitative RT-PCR, with Gapdh as a loading control. The amplified products were separated on 2% agarose gels.

## Discussion

Class I HDACs, including HDAC1 and HDAC2, are ubiquitous nuclear transcriptional regulators affecting global as well as specific gene expression programs. While conditional HDAC1 or HDAC2 deletion in many tissues does not affect tissue cell viability, tissue-specific depletion of both HDAC1 and HDAC2 in mice disrupts cell differentiation and growth. For example, in the heart, dual HDAC1 and HDAC2 invalidation leads to cardiac deficiencies [20]. HDAC1 and HDAC2 specific ablation in the epidermis results in impaired epidermal regulator p63-dependent differentiation and proliferation [38], while specific knockouts in early B cell progenitors arrest B cell development at the pre-B cell stage [39]. Our data reveal an important role of both HDAC1 and HDAC2 in the regulation of intestinal epithelial cell differentiation and growth in vivo.

Homozygous IEC-specific HDAC1/2 deleted mice weigh less and survive for more than a year. Our results show a disruption of intestinal architecture, with dysplastic and hyperplastic mucosa as well as expanded crypts and branched villi. Three major phenotypic effects are observed. First, HDAC1/2 loss leads to differentiation defects with decreases in secretory Paneth and goblet cells, and increases in the number of enterocytes expressing small intestinal markers, such as sucrase-isomaltase, in the colon. This loss of secretory cell types, accompanied by induction of enterocyte markers, suggests the activation of the Notch pathway, which, by controlling stem cell fate, regulates negatively secretory cell determination and positively enterocyte determination [2,40]. Indeed, we have observed an increase in activated cleaved Notch1. Notch may be a direct target of acetylation [41]. Indeed, it was shown that the Notch1 intracellular domain (NICD) is stabilized by acetylation, leading to increased signalling [42], with reversible acetylation achieved by the Sirt1 deacetylase. Our results suggest that HDAC1 and HDAC2 could be involved directly or indirectly in modulating Notch activity, thus regulating IEC determination.

Second, HDAC1/2 impairment leads to increased intestinal growth. Small intestine weight and length, as well as colon weight, is increased, and this correlates with increased IEC proliferation and migration, as assessed by in vivo BrdU labelling experiments. Increased IEC proliferation may stem in part from Notch activation. Indeed, expression of an activated Notch1 receptor in IECs leads to increased BrdU positive cells [43,44], while Notch1 and Notch2 receptor double knockout in IECs leads to a reduced number of proliferating cells [45]. In addition, Notch activity is required for intestinal epithelial regeneration following DSS-induced colitis [46]. Another pathway which could be involved in IEC proliferation is the mTOR pathway, as suggested by increased phosphorylation of ribosomal protein S6, a downstream target of the S6kinase which is activated by mTOR. The mTOR kinase senses cellular nutrient and energy levels, and stimulates cell growth accordingly [47,48]. Acetylation may regulate mTOR signalling. Indeed, acetylation of the catalytic subunit of the AMP-activated kinase, Prkaa1, a negative regulator of mTORC1 [49], inhibits AMPK activity [50]. In contrast, AMPK deacetylation by HDAC1 increases Lkb1 kinase-dependent phosphorylation and activation of AMPK. Thus, HDAC1/2 ablation in IECs could disrupt mTOR signalling by inhibiting AMPK activity.

Third, IEC-restricted HDAC1/2 disruption leads to chronic intestinal inflammation in the colon, with colitis symptoms such as decreased weight, looser stools and colon shortening, as well as immune cell infiltrates and altered expression of immune related genes in colon, as assessed by microarray and RNA expression analysis, and elevated phosphorylation of the transcription factor Stat3, a regulator of inflammation [32]. This chronic inflammatory response may be caused by differentiation defects causing abnormal expression of cell junctional proteins. Indeed, mutant mice show increased intestinal permeability, suggesting altered barrier function. Furthermore, our data show that mutant mice display altered numbers of goblet and Paneth cells, as well as impaired expression of differentiated cell-specific genes. Goblet cells produce anti-microbial peptides and mucins which limit bacterial adhesion to the epithelium [4]. The importance of mucus for IEC homeostasis is demonstrated by the spontaneous colitis generated in Mucin 2 deficient mice [51]. Likewise, Paneth cells produce antimicrobial proteins, such as α-defensins, which limit microbial challenges and pattern resident microbial populations [5,52]. Thus, differentiation deficiencies in IEC-specific HDAC1/2 knockout mice may lead to altered responses to the microbial environment. Of note, this inflammatory environment may contribute to IEC proliferation increases observed in mutant mice, as proposed in other intestinal inflammatory models [53].

While normal intestinal homeostasis is disrupted and normal protective functions are impaired, our gene expression analysis reveals the establishment of a novel equilibrium controlling in part the inflammatory response in IEC-specific HDAC1/2 deficient mice. For example, the REG family of C-type lectins is highly expressed. One member of this family, Reg3g, expressed by IECs under inflammatory conditions, is a secreted bactericidal lectin against Gram-positive bacteria [54], which segregates the microbiota from the epithelium [55]. Another example is the increased expression of Alpi, considered a protective factor dephosphorylating bacterial lypopolysaccharides, thus reducing endotoxic responses [56] and limiting bacterial growth [57].

HDAC1 and HDAC2, as well as acetyltransferases contribute to the formation of the acetylome [58]. The acetylome is regulated by endogenous as well as exogenous signals. It has been shown that levels of the substrate donor acetyl-CoA vary according to metabolic cues such as nutrient availability, leading to different levels of acetyltransferase activities and protein acetylation [59]. In addition, HDAC activities are regulated by endogenous cell inhibitors. For example, fasting increases production of the β-hydroxybutyrate metabolite, which inhibits class I HDACs, including HDAC1 and HDAC2, leading to increased histone acetylation [60,61]. Furthermore, the acetylome is subject to regulation by the intestinal microbial environment. Acetate, produced by microbial fermentation, may directly contribute to endogenous acetyl-CoA levels [62,63]. Another microbial fermentation product, butyrate, is an HDAC inhibitor, leading to increased histone acetylation levels [64]. Finally, recent data have shown that reintroduction of gut bacteria in gnotobiotic mice increases the number of lysine acetylated proteins in colon as well as liver [65]. Thus, acetyl-CoA levels and exogenous as well as endogenous metabolites affect protein acetylation, in part by regulating HDAC activities [66]. Thus, HDAC1 and HDAC2 may contribute to the transmission of endogenous as well as exogenous signals to the IEC acetylome.

We have uncovered, for the first time, an intriguingly specific HDAC1- and HDAC2-dependent phenotype, with intestinal growth, differentiation and cell fate determination alterations in IEC-specific conditional mutant mice. We have shown that IEC-specific deletion of both HDAC1 and HDAC2 may alter Notch and mTOR signalling pathways, among others, leading to chronic inflammation and disturbed homeostasis. Our findings suggest that HDAC1 and HDAC2 restrain the intestinal inflammatory response, and regulate intestinal epithelial cell polarity, proliferation and differentiation. HDAC1 and HDAC2 may well play important roles in relaying endogenous as well as exogenous cues to IECs and the intestinal mucosa.

## Supporting Information

Figure S1 Conditional intestinal epithelial HDAC1/2 loss leads to weight reduction.
Four-month-old control and conditional intestinal epithelial HDAC1/2 male and female mice were weighed. Female Ctrl, n=13; Female HDAC1/2, n=17; Male Ctrl, n=10; Male HDAC1/2, n=17. Results represent the mean ± SEM (* p≤0.05; **p≤0.01).
(TIF) Click here for additional data file.

Figure S2 HDAC1 and HDAC2 proteins are depleted in intestinal epithelial HDAC1/2 deficient cells.
Control (n=3) IECs and HDAC1/2 (n=4) deficient IECs were isolated by the Matrisperse method. 30 µg of nuclear protein extracts were separated by SDS-PAGE and transferred to PVDF membranes for Western blot analysis of HDAC1 (MW: 55.1 kD), HDAC2 (MW: 55.3 kD) and actin (MW: 41.7 kD), as a loading control.
(TIF) Click here for additional data file.

Figure S3 Volcano plot of gene expression in HDAC1/2 depleted murine colons as measured from microarray analysis.
Genes with P-value < 0.05 and fold change (log_2_) > 1 or fold change (log_2_) < -1 were classified according to biological processes from GO database. Biological processes with best P-value and higher gene counts were selected and were displayed in the Volcano plot.
(TIF) Click here for additional data file.

Figure S4 Conditional intestinal epithelial HDAC1/2 loss leads to modifications of inflammatory and differentiation-specific gene expression patterns.
Total RNAs were isolated from control and HDAC1/2 IEC-specific colons. Expression levels of CD4, a lymphocyte marker (A) (n=9-10), and Tgfβ (B) (n=6-5), were determined by qPCR, with Pbgd as a control. Results represent the mean ± SEM (* p≤0.05).
(TIF) Click here for additional data file.

Table S1 A. Oligonucleotides used for semi-quantitative RT-PCR.
B. Oligonucleotides used for qPCR.
(DOC) Click here for additional data file.

Table S2 List of 2-fold significantly induced or repressed genes in HDAC1/2-depleted murine colon, as determined by microarray analysis.
(DOCX) Click here for additional data file.

Table S3 List of immune and/or defense response genes with significant 2-fold increased or decreased expression levels in HDAC1/2-depleted murine colons as determined by microarray analysis, and classified according to GO database.
(DOCX) Click here for additional data file.

Table S4 List of digestion and/or proteolysis genes with significant 2-fold increased or decreased expression levels in HDAC1/2-depleted murine colons as determined by microarray analysis, and classified according to GO database.
(DOCX) Click here for additional data file.

Table S5 List of epithelial or epidermal development, and differentiation genes with significant 2-fold increased or decreased expression levels in HDAC1/2-depleted murine colons as determined by microarray analysis, and classified according to GO database.
(DOCX) Click here for additional data file.

# Supplementary material for: HDAC1 and HDAC2 Restrain the Intestinal Inflammatory Response by Regulating Intestinal Epithelial Cell Differentiation
**Source:** PLoS One. 2013 Sep 5;8(9):e73785. doi: 10.1371/journal.pone.0073785
**Supplement:** Table S1 — A. Oligonucleotides used for semi-quantitative RT-PCR. B. Oligonucleotides used for qPCR.

TABLE S1A. Oligonucleotide Used In This Study for RT-PCR

|  |  |  |  |
| --- | --- | --- | --- |
| Gene | UP | Down | Accession |
|  |  |  |  |
| Reg3b | 5'-CAGACCTGGTTTGATGCAGA-3' | 5'-AATTCGGGATGTTTGCTGTC-3' | NM_011036.1 |
| Reg3g | 5'-CCTGATGCTCCTTTCTCAGG-3' | 5'-CACTCCCATCCACCTCTGTT-3' | NM_011260.1 |
| Alpi | 5'-CACAGCTTACCTGGCACTGA-3' | 5'-GGTCTCTGACGACAGGGGTA-3' | NM_001081082.2 |
| Fabp1 | 5'-GTCAGCTGTGGAAAGGAAGC -3' | 5'-TGTAGACAATGTCGCCCAAT-3' | NM_017399.4 |
| Fabp6 | 5'-TCATCACAGAGGTCCAGCAG-3' | 5'-AACTTGTCACCCACGACCTC-3' | NM_008375.2 |
| Lcn2 | 5'-ATGTCACCTCCATCCTGGTC-3' | 5'-CACACTCACCACCCATTCAG-3' | NM_008491.1 |
| Ccl8 | 5'-TAAGGCTCCAGTCACCTGCT-3' | 5'-CAGGCACCATCTGCTTGTAA-3' | NM_021443.3 |
| Cxcl5 | 5'-TGCCCCTTCCTCAGTCATAG-3' | 5'-GGGACAATGGTTTCCCTTTT-3' | NM_009141.2 |
| Gapdh | 5'-CCAAAGTTGTCATGGATGAC-3' | 5'-GTGAAGGTCGGTGTGAACGG-3' | NM_017008 |
|  |  |  |  |

TABLE S1B. Oligonucleotide Used In This Study for qPCR

|  |  |  |  |
| --- | --- | --- | --- |
| Gene | UP | Down | Accession |
|  |  |  |  |
| Ccnd1 | 5'-GCGTACCCTGACACCAATCTC-3' | 5'-CTCCTCTTCGCACTTCTGCTC-3' | NM_007631.2 |
| Cryptdin | 5'-CAGCCAGGAGAAGAGGACCAG-3' | 5'-TAGCATACCAGATCTCTCAACGAT-3' | NM_010031.2 |
| Lysozyme 2 | 5'-ATGGAATGGCTGGCTACTATGGAG-3' | 5'-CTCACCACCCTCTTTGCACATTG-3' | NM_017372.3 |
| Sis | 5'-TCAAGAAATCACAACATTCAATTTACTAG-3' | 5'-CTAAAACTTTCTTTGACATTTGAGCAA-3' | NM_001081137.1 |
| Cdx2 | 5'-TCACCATCAGGAGGAAAAGTG-3' | 5'-GCAAGGAGGTCACAGGACTC-3' | NM_007673.3 |

# Supplementary material for: HDAC1 and HDAC2 Restrain the Intestinal Inflammatory Response by Regulating Intestinal Epithelial Cell Differentiation
**Source:** PLoS One. 2013 Sep 5;8(9):e73785. doi: 10.1371/journal.pone.0073785
**Supplement:** Table S2 — List of 2-fold significantly induced or repressed genes in HDAC1/2-depleted murine colon, as determined by microarray analysis.

**Table S2**

List of 2-fold significantly induced or repressed genes in HDAC1/2-depleted murine colon, as determined by microarray analysis.

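Table S2 lists probe sets with the log2 fold change and p of the methods' t-test. From the deposited values, limma placed all 1255 of its 1255 probe sets past an adjusted p under 0.05 and a 2-fold change, 703 higher and 552 lower in HDAC1/2 deficient colon. The log2 fold changes differed from the paper's by at most 0.00499, within rounding. The probe sets were chosen by the study on these samples, so the count is no independent evidence of direction. The table pairs its probe sets with 547 symbols that rose and 438 that fell, which are the paper's pairings and not those of the annotation used here. Hdac11, which encodes the class IV histone deacetylase, is one of its falls, at 9.10 ± 0.069 in control and 7.79 ± 0.070 in deficient colon (SD, n = 3 each) (log2 fold change -1.30, standard error 0.056, limma adjusted p = 2.43e-06). Olfm4, a crypt base and inflammation gene, is one of its rises, at 4.26 ± 0.16 in control and 8.10 ± 0.053 in deficient colon (SD, n = 3 each) (log2 fold change 3.84, standard error 0.080, limma adjusted p = 8.18e-08).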

# Supplementary material for: HDAC1 and HDAC2 Restrain the Intestinal Inflammatory Response by Regulating Intestinal Epithelial Cell Differentiation
**Source:** PLoS One. 2013 Sep 5;8(9):e73785. doi: 10.1371/journal.pone.0073785
**Supplement:** Table S3 — List of immune and/or defense response genes with significant 2-fold increased or decreased expression levels in HDAC1/2-depleted murine colons as determined by microarray analysis, and classified according to GO database.

**Table S3**

List of immune and/or defense response genes with significant 2-fold increased or decreased expression levels in HDAC1/2-depleted murine colons as determined by microarray analysis, and classified according to GO database.

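The genes that the paper classes under immune or defense response were mostly higher in HDAC1/2 deficient colon. From the deposited values, 173 of the 212 symbols of Table S3 could be measured under the same symbol. In the probe set that represents the gene, 142 of them rose, 27 fell and 4 did not pass limma at an adjusted p under 0.05, with a median log2 fold change of 1.25. Of these, 126 rose and 23 fell more than 2-fold. Saa3, an acute phase gene, rose by 2.29 (limma adjusted p = 6.06e-07), and Ccl5, a T cell chemokine gene, by 1.13 (limma adjusted p = 1.09e-05). The study chose this list on these samples, so its direction is no independent evidence.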

# Supplementary material for: HDAC1 and HDAC2 Restrain the Intestinal Inflammatory Response by Regulating Intestinal Epithelial Cell Differentiation
**Source:** PLoS One. 2013 Sep 5;8(9):e73785. doi: 10.1371/journal.pone.0073785
**Supplement:** Table S4 — List of digestion and/or proteolysis genes with significant 2-fold increased or decreased expression levels in HDAC1/2-depleted murine colons as determined by microarray analysis, and classified according to GO database.

**Table S4**

List of digestion and/or proteolysis genes with significant 2-fold increased or decreased expression levels in HDAC1/2-depleted murine colons as determined by microarray analysis, and classified according to GO database.

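The digestion and proteolysis genes of the paper held many pancreatic enzyme genes and were mostly higher in HDAC1/2 deficient colon. From the deposited values, 74 of the 91 symbols of Table S4 could be measured under the same symbol. In the probe set that represents the gene, 50 of them rose, 23 fell and 1 did not pass limma at an adjusted p under 0.05, with a median log2 fold change of 1.19. Of these, 47 rose and 21 fell more than 2-fold. The carboxypeptidase, elastase and chymotrypsin genes described with the digestion category are among the rises. The list was chosen by the study on these samples and is no independent evidence of direction.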

# Supplementary material for: HDAC1 and HDAC2 Restrain the Intestinal Inflammatory Response by Regulating Intestinal Epithelial Cell Differentiation
**Source:** PLoS One. 2013 Sep 5;8(9):e73785. doi: 10.1371/journal.pone.0073785
**Supplement:** Table S5 — List of epithelial or epidermal development, and differentiation genes with significant 2-fold increased or decreased expression levels in HDAC1/2-depleted murine colons as determined by microarray analysis, and classified according to GO database.

**Table S5**

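Genes of epithelial and epidermal development and differentiation went both ways in HDAC1/2 deficient colon. From the deposited values, 52 of the 57 symbols of Table S5 could be measured under the same symbol. In the probe set that represents the gene, 31 of them rose, 20 fell and 1 did not pass limma at an adjusted p under 0.05, with a median log2 fold change of 1.10. Of these, 29 rose and 18 fell more than 2-fold. Because the study selected the genes for their change on these samples, their direction is not independent evidence. Krt36, a keratin gene of hair and nail, is among the rises, at 2.68 (limma adjusted p = 2.96e-07).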

List of epithelial or epidermal development, and differentiation genes with significant 2-fold increased or decreased expression levels in HDAC1/2-depleted murine colons as determined by microarray analysis, and classified according to GO database.

How the deposited data were processed for this re-analysis (not part of the article)

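Total RNA from the colon of 3 control and 3 HDAC1/2 IEC-specific deficient mice, 4 months old by the paper, was hybridized to Affymetrix GeneChip Mouse Genome 430 2.0 arrays, 3 per group. The sample labels number a mouse for each array. The deposited values are log2 expression values per probe set. According to the paper, the authors background-corrected and normalized them by RMA, a multi-array average, in Flexarray 1.6.1, and the submitters' processing notes also name RMA. The groups and replicate numbers were taken from the sample labels and the paper's methods, and the age from the paper. The labels name colon epithelium as the source, whereas the paper and the extraction protocol give total RNA of the colon.

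The table held 45101 probe sets, of which 64 control probe sets were left out. The other 45037 were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, HDAC1/2 deficient against control, no covariate), and p was adjusted by Benjamini-Hochberg over all of them. Genes were counted at an adjusted p under 0.05 with a log2 fold change above 1 or below -1, and above 2 or below -2, where at least 1 probe set with the gene's symbol alone passed. Probe sets were named from the platform annotation used here, in which 34945 have 1 symbol, 932 several and 9160 none, and none was named from a probe set with several. Each of the 18193 genes is given by its probe set with the highest mean over the 6 arrays. Values beside a gene are means of log2 values with the SD over 3 arrays, and fold changes are deficient over control.

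The genes named in the text are those the paper names for RNA or protein in the colon, the 10 largest rises and the 10 largest falls among genes past the adjusted p without overlap between the groups, and the 4 members with the largest absolute change of each gene list. A gene named outside this rule is said to be chosen after its values were seen. The 50 lists were written from the paper and general knowledge before the data were examined, but after the paper's Table S2 had been read, so they are not blind to it. List members were counted at the adjusted p over all probe sets and adjusted over the list alone. Each list was tested with camera (preset correlation 0.01) over 50 lists, then with camera with an estimated correlation and with fry. No list passed camera with an estimated correlation, whose smallest adjusted p was 0.0603, while 19 lists had an unadjusted p under 0.05 there and 47 passed fry.

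Alternatives set before the data were examined were the methods' t-test with and without Benjamini-Hochberg adjustment, quantile normalization again, centring of each array on its median, only probe sets above the 40th percentile of mean signal, eBayes with trend and robust settings, array weights, leaving out probe sets of shared sequence (names ending in _s_at or _x_at), the replicate number as a block, the mean of all probe sets of a gene, and leaving out each array in turn. Added after seeing the data were limma's treat and counts without genes of the pancreas, squamous, hair and sex-linked lists. The scripts were tested on simulated data of 45037 probe sets with the real means and spread. There limma recovered 36 of 50 probe sets simulated at a log2 change of 0.5, 50 of 50 at 1.5, 49 of 50 at -1.5 and 50 of 50 at 3, and called 10 of 44837 unchanged ones. The methods' t-test with Benjamini-Hochberg adjustment recovered 6, 23, 30 and 39 of them and called 4 unchanged ones. Camera called 5 of 5 shifted lists and 0 of 40 others (limma's camera, 18193 genes). The simulation left 44837 of 45037 probe sets unchanged, whereas 39.8% passed limma in the data. It therefore does not show how camera behaves on data with so many changes. Figures were drawn with matplotlib 3.10.9.

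The arrays of one group correlated at 0.9984 to 0.9988 across probe sets, which are not independent replicates, and arrays of different groups at 0.9824 to 0.9828. No pair of arrays held the same values throughout. The number of arrays limits the precision. RMA values near the lower end of the scale carry background, so changes of dim genes are compressed. Scan dates and batches are not given in the sources used here and no batch could be tested. RT-PCR, qPCR, Western blot and histology were not analysed here. Some genes that the paper names are not reported here.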

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

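The tests of sex-linked, acinar and islet genes were chosen after their values were seen, and the tests of variable genes and of other splits of the arrays before.

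Arrays of one group differed very little, and on each of the 3 HDAC1/2 deficient arrays genes of both sexes were expressed. The Y-linked Eif2s3y, outside the genes the paper discusses, had a log2 fold change of 4.25 and Kdm5d of 3.51, at least 3.47 on each deficient array, and on the same arrays the female transcript Xist stood at a percentile of 96.4 or more of the array. The test was narrowed to these 2 Y-linked genes after Usp9y, Zfy2 and Sry were seen not to pass. A single mouse of one sex would not give both, so RNA of male and female mice in each deficient array is a candidate explanation, whereas the control arrays held Xist (lowest 12.81) with Eif2s3y at or below 4.31. A set of 20 clock, immediate-early, stress and feeding genes, which vary between individual mice, was used for a test. Their median SD within groups had a percentile of 71.2 among 10000 random lists matched on level (0.0486 against a median of 0.0453). This was below the 95th percentile set in advance. The random lists come from the same arrays and no value for separate mice was at hand. The test therefore cannot tell shared RNA from separate mice. Some of these genes differed between the groups. Dbp (10.21 to 10.29 on control, 8.99 to 9.03 on deficient arrays) and Nr1d2 (11.68 to 11.69, 10.08 to 10.19) were lower. Fkbp5 (10.95 to 11.06, 11.69 to 11.78) and Egr1 (10.28 to 10.41, 11.17 to 11.20) were higher. These genes were picked after their values were seen. Whether time of collection differed between the groups was not tested. Repeat hybridizations or aliquots of shared RNA within each group stay possible. In that case the p-values above would not measure the spread between mice. The sample labels number a mouse for each array. On the deficient arrays, Xist was at 11.99 to 12.06, Eif2s3y at 8.22 to 8.49 and Kdm5d at 7.02 to 7.10. For these arrays the values argue against 1 mouse of 1 sex each. The control arrays showed no such mixture. Whether the arrays of a group shared RNA stays open.

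Genes of pancreatic enzymes, outside the immune and intestinal genes the paper follows up, were among the largest rises, including Cela2a at a log2 fold change of 7.40 and Cpb1, which reached 12.18 in deficient colon. Pancreatic acinar tissue in the deficient samples, or expression of these genes by the deficient colon itself, could each account for this, and 63% of 27 acinar genes rose more than 2-fold, between the 80% and 50% bounds that were written for tissue and against it. Of these genes, 17 have a probe set in the paper's Table S2, and 4 abundant ones, Sycn, Dmbt1, Spink1 and Cela1, chosen after their values were seen, were already above a log2 value of 13 in control colon, where added tissue would show little, and Sycn (-0.49), Cela1 (-0.81) and Spink1 (-0.28) fell, so the explanations cannot be told apart. For islet tissue alongside, the probe sets that represent Ins2 (0.15) and Iapp (0.27) stayed under the bound of 0.5 written against it. All 4 Iapp probe sets rose, by up to 0.51 in a test added later, and Ppy rose by 0.39. The islet genes Sst (-0.55) and Gcg (-0.28) fell, and 4 of the 9 islet genes did not pass. Gcg, Ppy and Sst were already at 10.84, 9.72 and 9.07 in control colon, and 2 of the 9 islet genes are also in another list. The direction of these 3 genes therefore cannot decide about islet tissue, which is not settled either. Which of these holds stays open, and no protein or tissue section was analysed here.

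Krt84, a hair keratin gene outside those the paper's text discusses, had a log2 fold change of 4.73 in HDAC1/2 deficient colon. Ambp, the gene of alpha-1-microglobulin and bikunin, likewise not discussed in the paper's text, had a log2 fold change of 5.38.

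The 10 splits of the 6 arrays into groups of 3 are too few for a share under 0.05. Of them 1, the real one, gave 464 genes higher and 404 lower more than 2-fold, and 116 and 51 more than 4-fold, while the highest of the other 9 gave 0 by limma at an adjusted p under 0.05 and 0 at an unadjusted p under 0.05. Each of the other 9 mixes control and deficient arrays on both sides, so the group difference itself widens the spread there. Counts near 0 would follow from that mixing alone, and no conclusion about chance is drawn from them.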

How the results depend on the processing

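Limma's treat and the counts without genes of other tissues were chosen after seeing the data, and all other alternatives before. Of 68 counts under an alternative, 65 stayed within 1.5 times the reported count and 3 did not. Under the alternatives set before, genes higher more than 2-fold numbered 417 to 488, at least 417 of them among the 464 reported, and genes lower 367 to 434, at least 367 of them among the 404 reported. Without each array in turn, the counts were 456 to 488 higher and 385 to 434 lower, and 116 to 118 higher and 51 to 55 lower more than 4-fold. Under the same alternatives set before, the share of higher genes among those changed more than 2-fold ran from 51.2% to 55.9%. Limma's treat, which requires the change itself to exceed the threshold, gave 268 genes higher and 193 lower more than 2-fold, and 81 higher and 21 lower more than 4-fold. Without the genes of the pancreas, squamous, hair and sex-linked lists the counts were 437, 385, 94 and 39, which follows from fewer genes.

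Over 750 alternatives of the 50 lists, 687 kept their direction and side of the threshold, 34 no longer passed, 21 passed only then and 8 turned. Camera with an estimated correlation ended the call of all 28 lists that passed. With probe sets above the 40th percentile alone, 3 lists no longer passed camera, the claudin and Fc receptor lists among them. Fry, which does not compare a list with other genes, turned the direction of the enteroendocrine (adjusted p = 2.73e-04), Notch (0.728), apoptosis (0.00492), islet (0.235), skeletal muscle (0.0088) and fatty acid oxidation lists (4.82e-04), none of which passed camera. The skeletal muscle list also turned with probe sets above the 40th percentile (camera adjusted p = 0.937) and the enteroendocrine list without control replicate 1 (camera adjusted p = 0.934, against 0.762 without control replicate 2 and 0.949 without HDAC1/2 deficient replicate 3). Quantile normalization again changed no call of a list, and centring on the median moved only the epithelial antimicrobial list past the threshold.

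Over 3342 alternatives of 210 named genes, 3284 kept their direction and side of the threshold. Hdac2 had a log2 fold change of -0.067 without probe sets of shared sequence and of -0.019 as the mean of its probe sets, and Alas2, an erythroid gene, of -0.024 without control replicate 2, none of them past the test. Without control replicate 3, Alas2 had 0.12. Stat3, Ccnd2, Cd4 and Cd209a, with small changes, lost their call without any or most single arrays. The methods' t-test with Benjamini-Hochberg adjustment lost the most calls, 14 of the 43 that were lost. The causes were not tested.

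The replicate numbers are only labels. Deviations from the group means of arrays with the same number correlated across probe sets at 0.0964, 0.064 and -0.0258, and not every array correlated best with its own number. With the replicate block, 464 genes were higher and 404 lower, and 116 and 51 more than 4-fold, and Stat3 and Ccnd2 lost their call. The mean level of the Y-linked genes was 5.08 to 5.23 on control and 6.62 to 6.73 on deficient arrays, so it is confounded with the group and its fit as a covariate was not run. Signal over background limits dim genes, and 417 genes higher and 367 lower had a probe set above the 40th percentile.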

Differences from the paper's values

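For Fcgr2b the paper gives a 2.31-fold rise, whereas its brightest probe set rose 1.27-fold here. Among the alternatives set before the data were examined, the mean of all its probe sets (1.62-fold) came within 1.5 times the paper's value, and all the others, from the methods' t-test to each array left out, did not. Of its other probe sets, 3 rose 2.74-, 1.92- and 1.83-fold, within 1.5 times the paper's value, and the first of these has the log2 fold change of 1.46 that the paper's Tables S3 and S5 print for Fcgr2b.

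The paper selects Reg3a and Ccl8 among genes induced more than 5-fold, and the rise here was 4.53-fold for Reg3a and 4.22-fold for Ccl8. The paper's Table S3 prints log2 fold changes of 2.18 for Reg3a and 2.08 for Ccl8, which are also the values found here. The difference is therefore between the paper's text and its own table. Reg3a was dim in control colon, at a log2 value of 5.58, where changes are compressed, so its rise may be understated in both. The other selected genes, Reg3b, Lcn2, Cxcl5, Alpi, Fabp1 and Fabp6, rose more than 5-fold (Lcn2 8.05-fold, the smallest of these). The paper cites Table S2 for lower claudin genes such as claudin 3. Cldn3 fell by 0.61 on the log2 scale, less than the 2-fold of that table, and was lower on all 3 deficient arrays. Over the claudin list, 9 of 20 genes fell and 1 rose. The paper places cytokine genes with the raised ones, and of 40 measured 12 rose and 8 fell. The legend of Figure 9 lists Reg3g where the paper's text lists Reg3a, and both rose here. The paper's primers for RT-PCR include Reg3g and not Reg3a.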

Other observations

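The test of squamous basal layer genes was chosen after the result was seen, and the gene lists below were written before.

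Other epithelial groups shifted in HDAC1/2 deficient colon. Of 18 goblet cell genes, 13 fell, 2 rose and 3 did not pass (13 and 2 when adjusted over the list alone), with camera adjusted p = 0.00745, and adjusted p = 0.208 with an estimated correlation. Fcgbp, a mucus protein gene, was at 14.02 ± 0.016 in control and 13.06 ± 0.055 in deficient colon (SD, n = 3 each) (log2 fold change -0.96, standard error 0.044, limma adjusted p = 3.35e-06). Rep15 and St6galnac6 fell by 0.55 and 0.50, and Spdef, a goblet cell transcription factor gene, rose by 0.63 on the log2 scale. The mucin gene Muc2 had a log2 fold change of 0.085 (limma adjusted p = 0.119, and 1.37e-04 to 0.248 over its alternatives), but at 14.51 in control colon it was close to the highest value of the arrays, so this value does not show an unchanged level. Of 16 stem and crypt base genes, 13 fell, 2 rose and 1 did not pass (13 and 2 when adjusted over the list alone), with camera adjusted p = 0.00904, and adjusted p = 0.203 with an estimated correlation. Hopx (-0.96) and Sox9 (-0.57) fell, and Prom1 (0.56) and Olfm4 rose, the latter setting the list's mean of -0.073 against its median of -0.37. Of 13 tight junction genes other than claudins, 11 fell and 1 rose (11 and 1 when adjusted over the list alone), with camera adjusted p = 0.00276, and adjusted p = 0.183 with an estimated correlation. They were led by Marveld2 (-0.91), which encodes tricellulin, and Ocln (-0.60), which encodes occludin.

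Genes of enteroendocrine cells moved apart. Of 19 measured, 6 rose, 8 fell and 5 did not pass (6 and 8 when adjusted over the list alone, camera adjusted p = 0.853). Sct, which encodes secretin, was at 8.60 ± 0.073 in control and 12.40 ± 0.050 in deficient colon (SD, n = 3 each) (log2 fold change 3.81, standard error 0.053, limma adjusted p = 1.54e-08). The neurotensin gene Nts (2.92), Tac1 (1.84) and the cholecystokinin gene Cck (1.59) rose, while Chga fell by 1.24. Of 9 Paneth cell genes, 3 rose, 4 fell and 2 did not pass (3 and 4 when adjusted over the list alone, camera adjusted p = 0.757). Of 23 Notch pathway genes, 5 rose, 5 fell and 13 did not pass (camera adjusted p = 0.74), with Jag1 at 0.86, Dll1 at -0.84 and Hes1 at -0.55. Of 11 histone deacetylase genes, 6 fell, 1 rose and 4 did not pass (camera adjusted p = 0.116), with Hdac5 at -0.98. Of 19 genes of their complexes, 10 rose, 3 fell and 6 did not pass (camera adjusted p = 0.0199, and adjusted p = 0.128 with an estimated correlation), with Sap30 at 0.74 and Rcor3 at -0.80.

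Of genes that the paper measured by qPCR or Western blot, the arrays gave Ccnd1 at 11.34 ± 0.026 in control and 11.93 ± 0.005 in deficient colon (SD, n = 3 each) (log2 fold change 0.59, standard error 0.039, limma adjusted p = 1.78e-05). The secretory lineage gene Atoh1 had a log2 fold change of -0.48 (limma adjusted p = 5.62e-05), Tgfb1 0.64 (limma adjusted p = 2.85e-04) and Cd4 0.25 (limma adjusted p = 0.0225, and 0.00564 to 0.0955 over its alternatives). Ccnd2 had -0.14 (limma adjusted p = 0.0204, and 3.49e-05 to 0.23 over its alternatives). Notch1 had 0.077 (limma adjusted p = 0.295) and Rps6 -0.19 (limma adjusted p = 0.0114).

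Of 32 genes of stratified squamous epithelium, 19 of them with a probe set in the paper's Table S2, 21 fell, 3 rose and 8 did not pass (camera adjusted p = 1.01e-04, and adjusted p = 0.0981 with an estimated correlation). Less squamous epithelium of the anal canal in the deficient samples, or the deletion itself, could each account for the falls. The median log2 fold change of 6 basal layer genes was -0.083, above the bound of -0.2, which by itself speaks against less tissue. Its members went both ways, with Krt14 at -1.40, Pkp1 at -1.98 and Krt15 at 0.75, and Trp63 and Dsc3 were low, at 5.42 and 6.25 in control colon. Leaving the test undecided for this reason was settled after these values were seen, and which explanation holds stays open.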
